# Diagnostic blood RNA profiles for human acute spinal cord injury

**DOI:** 10.1084/jem.20201795

**Published:** 2021-01-29

**Authors:** Nikos Kyritsis, Abel Torres-Espín, Patrick G. Schupp, J. Russell Huie, Austin Chou, Xuan Duong-Fernandez, Leigh H. Thomas, Rachel E. Tsolinas, Debra D. Hemmerle, Lisa U. Pascual, Vineeta Singh, Jonathan Z. Pan, Jason F. Talbott, William D. Whetstone, John F. Burke, Anthony M. DiGiorgio, Philip R. Weinstein, Geoffrey T. Manley, Sanjay S. Dhall, Adam R. Ferguson, Michael C. Oldham, Jacqueline C. Bresnahan, Michael S. Beattie

## Abstract

Diagnosis of spinal cord injury (SCI) severity at the ultra-acute stage is of great importance for emergency clinical care of patients as well as for potential enrollment into clinical trials. The lack of a diagnostic biomarker for SCI has played a major role in the poor results of clinical trials. We analyzed global gene expression in peripheral white blood cells during the acute injury phase and identified 197 genes whose expression changed after SCI compared with healthy and trauma controls and in direct relation to SCI severity. Unsupervised coexpression network analysis identified several gene modules that predicted injury severity (AIS grades) with an overall accuracy of 72.7% and included signatures of immune cell subtypes. Specifically, for complete SCIs (AIS A), ROC analysis showed impressive specificity and sensitivity (AUC: 0.865). Similar precision was also shown for AIS D SCIs (AUC: 0.938). Our findings indicate that global transcriptomic changes in peripheral blood cells have diagnostic and potentially prognostic value for SCI severity.

## Introduction

Precision or “personalized” medicine promises to optimize individualized treatment options based on demographic and genetic characteristics as well as the specific biological features of the presenting disorder. Cancer therapy has already benefited greatly from this approach (*Nature Cancer, 2020*), where blood- and tissue-based bioassays are now routinely used for treatment planning (Lim et al., 2019). Here, we present a strategy for extending this approach to the diagnosis and treatment of human spinal cord injury (SCI), a devastating and heretofore intractable condition characterized by injury heterogeneity and highly variable outcomes. Currently, SCI prognostics are based principally on acute evaluation of neurological status using sensory and motor exams, including the American Spinal Injury Association (ASIA) grading system (Roberts et al., 2017), which in the acute phase can be unstable and difficult to obtain, especially when patients are unresponsive or obtunded (Elizei and Kwon, 2017). Magnetic resonance imaging provides invaluable information on severity and spinal cord level of injury but is not always available and may be contraindicated for certain patients, e.g., those injuries with penetrating metal.

The first attempts to discover SCI biomarkers of initial injury severity and long-term outcomes date back four decades (Norris-Baker et al., 1981). Progress has been slow due at least in part to the diffuse regional presentation of acute SCIs and the difficulty of obtaining ultra-acute samples and patient data. Most attempts have used proteomics to identify serum and cerebrospinal fluid (CSF) biomarkers associated with injury severity. This approach depends upon measuring proteins associated with central nervous system (CNS) damage (e.g., glial fibrillary acidic protein [GFAP], neurofilament protein) released into the bloodstream, or on the peripheral cytokine response to CNS injury–induced chemokines (Hulme et al., 2017; Kwon et al., 2017). Recent work shows promise, with several target molecules providing some useful predictive value (Kwon et al., 2019; Leister et al., 2020; Tigchelaar et al., 2019); however, these circulating protein (and recently, RNA) markers are difficult to measure and subject to degradation. An alternative approach is to consider that circulating immune cells represent “sensors” of CNS injury–induced molecules, and that white blood cell (WBC) transcriptomic changes provide a readout of the complex peripheral immune response to the totality of signals associated with SCI over time. A recent study of WBCs in people with chronic SCI, for example, found reduced expression of genes associated with natural killer (NK) cell activity and increased expression of Toll-like receptor and inflammatory cytokine genes (Herman et al., 2018). These preliminary findings, although limited by a small number of cases, are consistent with observations that people with chronic SCI have suppressed immune responses and are more susceptible to infections (Prüss et al., 2017).

TRACK-SCI (Transforming Research and Clinical Knowledge-SCI) is a multicenter prospective clinical study focused on acute critical care variables (e.g., magnetic resonance imaging, multiple physiological variables, time to surgery) and blood transcriptomics as indices of severity and predictors of outcome (Dhall et al., 2018; Ehsanian et al., 2020; McCoy et al., 2019; Talbott et al., 2015). SCI has a profound impact on circulating WBCs, inducing peripheral inflammation and WBC phenotypic changes in a dynamic cascade that is likely to reflect the biological features of the evolving CNS lesion (Bloom et al., 2020; Marbourg et al., 2017). TRACK-SCI provides a large WBC transcriptomic dataset that will be useful for developing RNA-based blood biomarkers of injury and recovery that can be related to patient characteristics and multivariate outcomes. Using advanced analytic methods, these blood biomarkers, along with other critical care variables, may be instrumental in the development of predictive algorithms for acute SCI treatment planning, to stratify patients for clinical trials, and to predict long-term outcomes.

We are using deep RNA sequencing (RNA-seq) and advanced analytics to develop a blood RNA biomarker profile for acute SCI. Here, we report that early WBC transcriptomic signatures alone can accurately predict injury severity on the ASIA Impairment Scale (AIS). Further, these signatures provide novel biological data that should be useful in understanding mechanisms of injury and repair. Our findings provide proof of concept for the development of an accurate blood RNA biomarker of acute SCI severity. These data provide a strong rationale for expanding this work to include longitudinal multivariate analysis of gene expression patterns across injury severities, individual patient characteristics, and time, in order to provide a comprehensive description of evolving WBC gene expression patterns and their relationships to long-term outcomes.

## Results and discussion

TRACK-SCI protocols for patient enrollment and data collection have been described recently (Tsolinas et al., 2020). Patients admitted to the emergency department at the Zuckerberg San Francisco General Hospital and Trauma Center are recruited to the study and consented as soon as possible after admission. The TRACK-SCI protocol includes rapid preoperative imaging, emergent transfer to the operating room for decompression surgery as indicated, and immediate blood collection and processing, followed by high-density intensive care unit monitoring of vitals and daily sensorimotor and International Standards for the Neurological Classification of Spinal Cord Injury (ISNCSCI) exams (Fig. S1). To date, 179 participants with SCI have been enrolled. The current report is based on deep sequencing of RNA from acute blood samples from 38 subjects with SCI, 10 healthy uninjured controls (HC), and 10 trauma controls with non-CNS injuries (TC).

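White blood cell (WBC) RNA was sequenced from 10 HCs, 10 TCs and 38 SCI subjects, with 1 library per participant. The cells were those left after the red blood cells of the buffy coat were lysed, so neutrophils, monocytes, lymphocytes and rarer leukocytes were measured together. The library kit removes ribosomal RNA and globin mRNA and keeps RNAs without a poly(A) tail. Small structural RNAs therefore remain, among them RN7SK, which regulates transcription elongation, and RN7SL1 and RN7SL2, the RNAs of the signal recognition particle. They took 15.8% ± 5.19 of the counts in HCs (SD, n = 10), 20.2% ± 12.5 in TCs (SD, n = 10) and 32.0% ± 14.2 in SCI subjects (SD, n = 38). The share in SCI subjects was larger than in HCs (two-sided permutation test, p = 0.00091) and than in TCs (p = 0.021), whereas the comparison of TCs with HCs gave p = 0.38. These p-values are not adjusted over the 6 library measures compared.
The authors checked the reads with FastQC, aligned them to hg38 with TopHat2 and counted them per gene with featureCounts. The tool versions, the gene annotation and the strand setting of the counting are not given in the sources used here, so counts of overlapping and antisense genes may hold reads of each other. The counts in genes summed to 13.1 to 22.4 M per library in HCs (median 15.7 M), 9.98 to 19.5 M in TCs (median 13.6 M) and 10.6 to 30.4 M in SCI subjects (median 16.5 M). A second table holds the authors' log2 expression of 17500 genes, normalized with edgeR and adjusted for the library batch with ComBat, an empirical Bayes method. From the raw counts, 16376 genes passed the filter on low counts and were tested with edgeR's quasi-likelihood F test after TMM normalization, in a single fit over the 58 libraries. A gene was taken as changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2, the thresholds of the paper. Each p-value measures the spread between participants. By the paper's Table S1, SCI subjects had a higher mean Injury Severity Score and age than TCs and a later blood draw. Brain injury and earlier disease of the central nervous system were recorded in SCI subjects only. Such differences cannot be told apart from spinal cord injury here. The sources used here do not tie libraries to the batches that the paper describes. The batch was therefore no term of the fit, and batch and group cannot be told apart in the raw counts. In the ComBat matrix, limma gave 353 genes for TCs against HCs, 2046 for SCI subjects against HCs and 833 against TCs. Of these, 289, 1668 and 577 also passed in the raw counts.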

**Figure S1.**
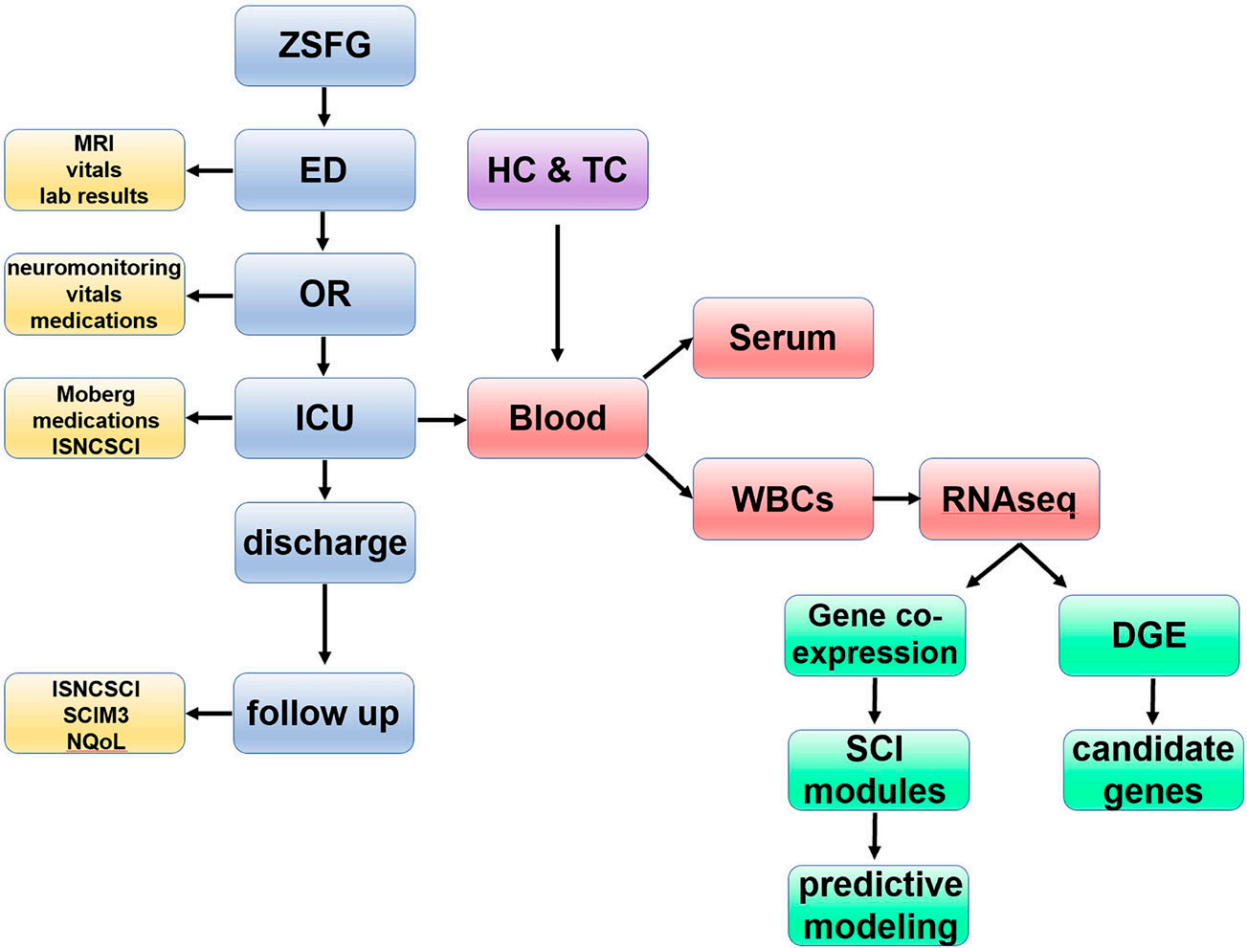
**Flowchart of patient enrollment, data acquisition, and analytic pipeline.** In TRACK-SCI, as soon as a confirmed SCI patient is admitted and consents to participate in the study, our team collects clinical data during all stages of the hospital stay and at 3, 6, and 12 mo after injury (in total >22,000 data points for each patient). Blood is also collected as early as possible after hospital admission (day 0) and at days 1, 2, 3, and 5 as well as at 6 and 12 mo after injury. After the blood draw, WBCs are isolated, and RNA is extracted for RNA-seq. The RNA-seq data from SCI patients along with RNA-seq data from HCs and TCs are analyzed using both supervised and unsupervised methods with the goal of creating a predictive model for injury severity. ED, emergency department; ICU, intensive care unit; Moberg, data collected from the Moberg ICU device; MRI, magnetic resonance imaging; NQoL, quality of life in neurological diseases; OR, operating room; ZSFG, Zuckerberg San Francisco General Hospital and Trauma Center.

We isolated 4 ml of peripheral blood from 38 enrolled patients within a few hours (Fig. S1 and Table S1) after SCI. The blood was immediately processed, and total RNA was isolated from WBCs. The same procedure was followed for 10 TCs and 10 HCs. After RNA-seq (the raw sequencing data and the normalized expression matrix can be found at the Gene Expression Omnibus database with accession no. GSE151371), raw counts were produced and normalized, and a T-distributed stochastic neighbor embedding plot was created using the principal components responsible for 90% of the variance (Fig. 1 A). The three groups are clearly separated based on their transcriptomic status at the time of the blood draw. These results support our hypothesis that the transcriptomes of WBCs contain valuable information about the pathophysiological status of the patients and warrant a more sophisticated and deeper analysis to reveal more details. 

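WBC transcriptomes differed between all 3 pairs of groups. Over the 27 principal components that hold 90% of the variance of log2 CPM, group membership accounted for 17.6% of the variance among the 58 libraries (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations give). SCI subjects against HCs accounted for 15.4% (p = 9e-05), SCI subjects against TCs for 8.17% (p = 0.00099) and TCs against HCs for 16.4% (p = 0.03). These shares rest on 48, 48 and 20 libraries and cannot be ranked against each other. With 10 SCI libraries drawn at random (median of 50 draws) they were 21.5%, 15.2% and 16.5%. The nearest other library belonged to the same group for 10 of 10 HCs, 36 of 38 SCI subjects and 2 of 10 TCs, 82.8% of all libraries (p = 1e-05). The second component, with 16.6% of the variance, ran from HCs at −57.7 ± 20.1 (SD, n = 10) over TCs at −26.8 ± 34.0 (SD, n = 10) to SCI subjects at 22.2 ± 30.5 (SD, n = 38). On the first component, with 34.2% of the variance, HCs lay at −48.9 ± 110 and spread more than TCs (17.7 ± 20.5) and SCI subjects (8.22 ± 46.5). Permuting labels assumes equal spread too, so such a difference may enter the p-values. The separation of TCs from HCs gave p = 0.058 on the components that hold 50% of the variance and p = 0.11 on 1 minus the Spearman correlation over all genes. From the separation of the groups, the paper draws support for its hypothesis that WBC transcriptomes carry information on the state of the patients.

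**Figure D1:**
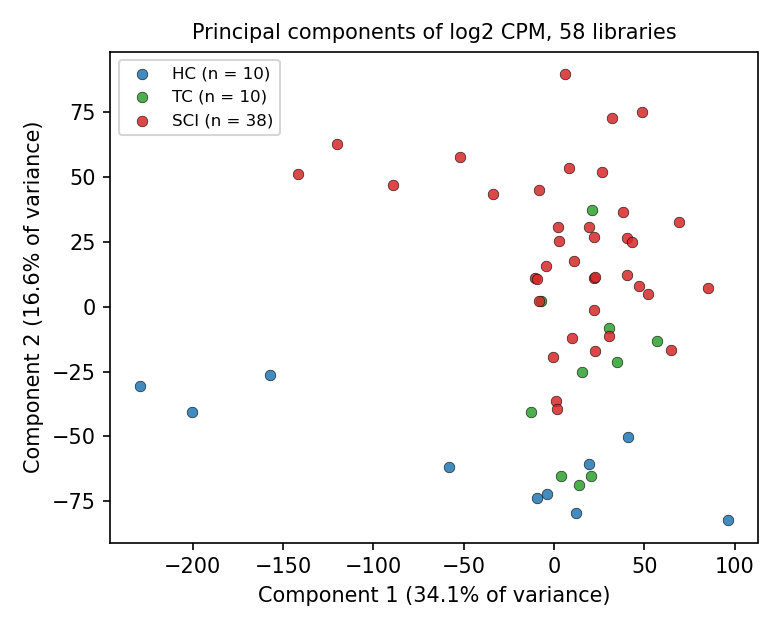
First and second principal components of log2 CPM, in component units, with 1 point per library for 10 HCs, 10 TCs and 38 SCI subjects. Most SCI libraries lie at higher values of the second component than the HC libraries, and the mean of the TC libraries lies between the means of the 2 groups.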

Next, we performed differential gene expression analysis among the three groups, revealing 2,096 genes that were significantly altered (greater than twofold change; adjusted P value <0.05) only in the SCI population (Figs. 1 B and S2). 

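Genes of neutrophil granule proteins rose after SCI. Of 24 such genes, 23 were higher in SCI subjects than in HCs (23 adjusted over the list alone) and 17 were higher than in TCs (22 adjusted over the list alone; adjusted p = 0.15 and 0.17 with an estimated correlation). ABCA13, a transporter of the ABC family, rose by a log2 fold change of 2.70 against HCs (SE 0.38, adjusted p = 1.4e-07 from edgeR) and of 1.65 against TCs (SE 0.35, adjusted p = 0.0033). ARG1, the arginase of neutrophil granules, rose by 4.56 (adjusted p = 5.5e-08) and 2.32 (adjusted p = 0.0041). Of 8 S100 genes, which encode calcium-binding proteins, 7 rose against HCs (7 adjusted over the list alone) and 3 against TCs (3 adjusted over the list alone; adjusted p = 0.026 and 0.090 with an estimated correlation). S100A8 and S100A9, the subunits of calprotectin, rose by 3.54 and 3.12 against HCs and by 1.49 and 1.08 against TCs. Of 21 pattern recognition and inflammasome genes, 17 rose against HCs (17 adjusted over the list alone) and 6 against TCs (7 adjusted over the list alone; adjusted p = 0.046 and 0.17 with an estimated correlation). NLRC4 and NAIP, which form an inflammasome that senses bacterial flagellin, rose by 2.62 and 2.77 against HCs and by 1.46 and 1.55 against TCs.
Of 16 genes induced by glucocorticoids, 8 rose in SCI subjects against HCs (8 adjusted over the list alone) and 4 against TCs (4 adjusted over the list alone; adjusted p = 0.21 and 0.17 with an estimated correlation). They include FKBP5, a cochaperone of the glucocorticoid receptor (2.32 and 1.36), and CD163, the hemoglobin scavenger receptor (2.46 and 1.59). Of 9 genes of the IL-1 family and its receptors, 6 rose against HCs (6 adjusted over the list alone) and 3 against TCs (3 adjusted over the list alone; adjusted p = 0.18 and 0.30 with an estimated correlation). IL1R2, the decoy receptor of IL-1, rose by 3.21 and 1.41, and IL18RAP, a subunit of the IL-18 receptor, by 2.82 and 1.67. Of 20 genes of glycolysis, 13 rose against HCs (13 adjusted over the list alone) and 7 against TCs (7 adjusted over the list alone; adjusted p = 0.15 and 0.17 with an estimated correlation). LDHA, lactate dehydrogenase A, rose by 1.71 and 1.61. Of 14 complement genes, 9 rose against HCs (9 adjusted over the list alone) and 1, C1QB, against TCs (3 adjusted over the list alone; adjusted p = 0.046 and 0.26 with an estimated correlation). CR1, complement receptor 1, rose by 2.39 against HCs, and C1QB, a chain of C1q, by 1.92 against TCs. With the neutrophil and lymphocyte marker scores as covariates, 1 S100 gene and 2 pattern recognition genes passed against HCs. Of the neutrophil granule, glucocorticoid, IL-1 family, glycolysis and complement genes, 0 did. Against TCs, 7 neutrophil granule, 2 S100, 4 pattern recognition, 2 glucocorticoid, 1 IL-1 family, 3 glycolysis and 0 complement genes passed with these covariates. The ComBat matrix gave 11 pattern recognition, 5 glucocorticoid and 6 glycolysis genes against HCs and 1 S100, 2 glucocorticoid, 4 glycolysis and 2 complement genes against TCs, and limma-voom gave 9 neutrophil granule genes against TCs.
Neutrophil markers had a median log2 fold change of 1.61 in SCI subjects against HCs, 0.32 against TCs and 1.21 in TCs against HCs. The neutrophil granule genes did not follow these markers in the comparisons that involve TCs. The median of the granule genes was 1.85 in SCI subjects against TCs, where 0 neutrophil markers passed, and 0.718 in TCs against HCs. Over the 16376 genes tested, 2916 differed between SCI subjects and HCs (1483 higher and 1433 lower after SCI) and 864 between SCI subjects and TCs (681 higher and 183 lower). TCs differed from HCs in 1351 genes (425 higher and 926 lower in TCs), and 2328 genes changed after SCI against at least 1 control group and not between TCs and HCs. The direction of the TC calls moved with the model: limma-voom gave 829 higher and 523 lower genes. With the neutrophil and lymphocyte marker scores as covariates, 83 genes passed between SCI subjects and HCs (IL1R2 then had −0.093), 1008 between SCI subjects and TCs, and 0 between TCs and HCs in edgeR, where 777 had an unadjusted p under 0.05. Without the 3 HC libraries of lowest connectivity, 23 genes passed between TCs and HCs. Connectivity, the sum of a library's correlations with the others, was taken over all libraries, most of them from SCI subjects. Leaving these 3 out may therefore favor HCs that resemble injured subjects. Among HCs alone, 0 libraries had a standardized connectivity under −2.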

We then queried how many of those genes display an expression pattern that follows the injury severity levels of the AIS grade. Among the 2,096 genes that were differentially expressed after SCI, 197 of them showed directional expression patterns with SCI severity (Table S2). 117 of them increased their expression with injury severity, and 80 decreased their expression with injury severity (Fig. 1 C). Gene ontology (GO) enrichment analysis showed that processes involved in the immune response and cellular secretion and localization were the most highly enriched, as expected (Fig. S3).

**Figure 1.**
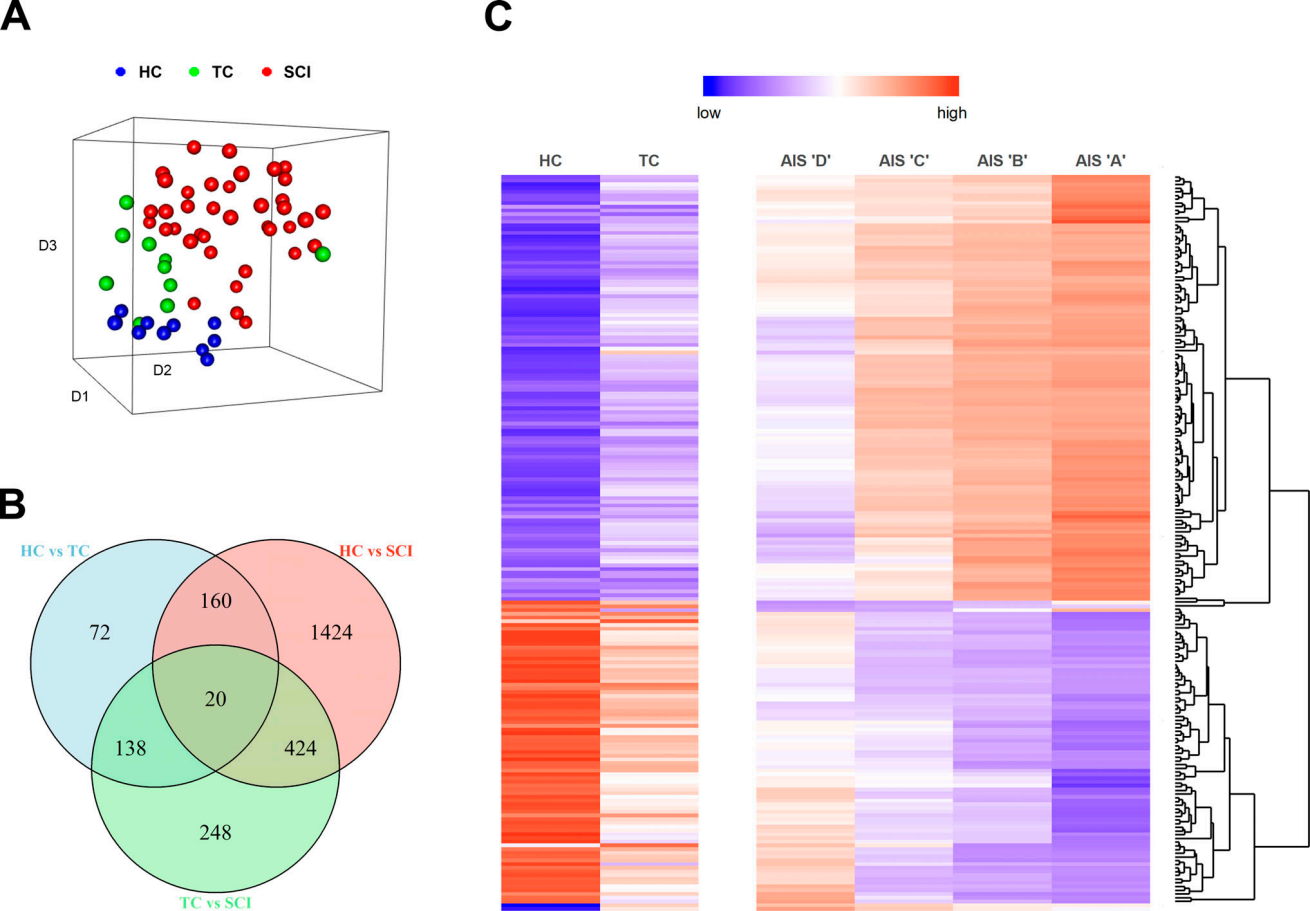
**SCI induces transcriptomic changes in WBCs compared with healthy and non-CNS TCs. (A)** three-dimensional T-distributed stochastic neighbor embedding plot. Each point on the plot represents one patient. The gene expression values of 17,500 transcripts were used in a principal component analysis, and the components that account for 90% of the variance were collapsed in the three dimensions of the T-distributed stochastic neighbor embedding plot. The three groups (HC, TC, and SCI) occupy different locations in the three-dimensional space, indicating that the transcriptomic signature alone is sufficient to separate them (HC = 10, TC = 10, SCI = 38). **(B)** Differential gene expression analysis. The Venn diagram shows the intersection between differentially expressed genes for all three comparisons between HC, TC, and SCI patients (fold-change >2, adjusted P value < 0.05). **(C)** From the Venn diagram, we selected the genes that are only significantly changed after SCI and not in the event of trauma (1,424 + 424 + 248 = 2,096). Out of those 2,096 genes, 197 exhibit changes according to the AIS grade. The heatmap shows the expression pattern of these 197 genes. The genes were selected based on their expression only in the SCI group, but the heatmap includes the levels of these genes also in HCs and TCs. The upper part shows 117 genes whose expression increases as SCI severity increases, and the bottom part shows 80 genes whose expression decreases as SCI severity increases (HC = 10, TC = 10, AIS D = 11, C = 6, B = 4, A = 12; AIS grade evaluated between 3 and 10 d after SCI, and five patients did not receive an examination during that timeframe).

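Among the genes altered after SCI and not between TCs and HCs, 1698 differed from HCs alone, 370 from both control groups and 260 from TCs alone. Those that differed from both include OLFM4, which encodes olfactomedin 4 of neutrophil specific granules. OLFM4 rose by a log2 fold change of 4.31 against HCs (SE 1.01, adjusted p = 0.00047 from edgeR) and of 3.65 against TCs (SE 0.97, adjusted p = 0.01). CST7, an inhibitor of cysteine proteases, rose by 2.44 and 1.31, and ANXA1, the mediator annexin A1, by 1.49 and 1.51. TCF7 and LEF1, transcription factors of naive T cells, fell by 1.67 and 1.75 against HCs and by 1.29 and 1.06 against TCs. A further 55 genes passed in all 3 comparisons, among them CLEC4D, a C-type lectin receptor of myeloid cells, which rose by 2.06 in TCs and by 3.83 in SCI subjects against HCs. The other genes that differed between TCs and HCs were 324 found there alone, 793 also found between SCI subjects and HCs, and 179 also found between SCI subjects and TCs.
Most genes altered after SCI alone had a change of the same sign in TCs. Of the 2068 such genes that differed from HCs, 1981 (95.8%) did, with a median log2 change of 0.71 in TCs and 1.28 in SCI subjects. Of the 1698 that differed from HCs alone, 360 had an adjusted p under 0.05 between SCI subjects and TCs at any fold. Both comparisons use the same HCs. Over the genes tested, the log2 fold changes of TCs and of SCI subjects against HCs correlated at 0.709 (Pearson) and 0.723 (Spearman), with a covariance of 0.384, where genes are not independent replicates. Counts of all 3 groups simulated without any change gave 0.627, 0.598 and 0.0608. Genes were drawn independently there, so shifts that many genes of a library share are absent from these values. On differences in mean log2 CPM, separate sets of 5 HCs for each comparison gave a Pearson correlation of 0.511 and a covariance of 0.278, beside 0.774 and 0.402 with all HCs. In both comparisons 370 genes were higher and 478 lower, beside 38.5 and 81.0 for independent lists, and 0 went opposite ways. The simulations called 0 genes in either comparison, so they give no measure of shared calls. With limma on the authors' ComBat matrix, 353 genes differed between TCs and HCs. With the neutrophil and lymphocyte marker scores as covariates, OLFM4 had −0.26 against HCs.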

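Table S2 lists the 197 genes that the paper links to severity, and 180 of them were tested here. They were chosen by the study on these samples, so their direction is not independent evidence. Of the 107 tested genes listed as rising, 102 were higher and 2 lower in SCI subjects than in HCs (edgeR, adjusted p under 0.05 and over 2-fold), with a median log2 fold change of 1.78. Against TCs, 50 of them were higher and none lower (median 0.99). Of the 73 listed as falling, 54 were lower and 2 higher than in HCs (median −1.19), and 6 were lower than in TCs (median −0.63). Among the rising genes are ITGA9, an integrin subunit, OLR1, a receptor of oxidized LDL, and GYG1, the primer protein of glycogen synthesis. Among the falling genes are CD74, the invariant chain of MHC class II, and FAM102A. CD74 fell by 1.09 on the log2 scale against HCs (SE 0.32, adjusted p = 0.004), and FAM102A fell by 1.27 against TCs (SE 0.35, adjusted p = 0.012). Between TCs and HCs, 20 of the rising genes were higher and 1 lower, and 7 of the falling genes were lower and 1 higher. With the neutrophil and lymphocyte marker scores as covariates, 6 of the 180 genes passed between SCI subjects and HCs.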

**Figure S2.**
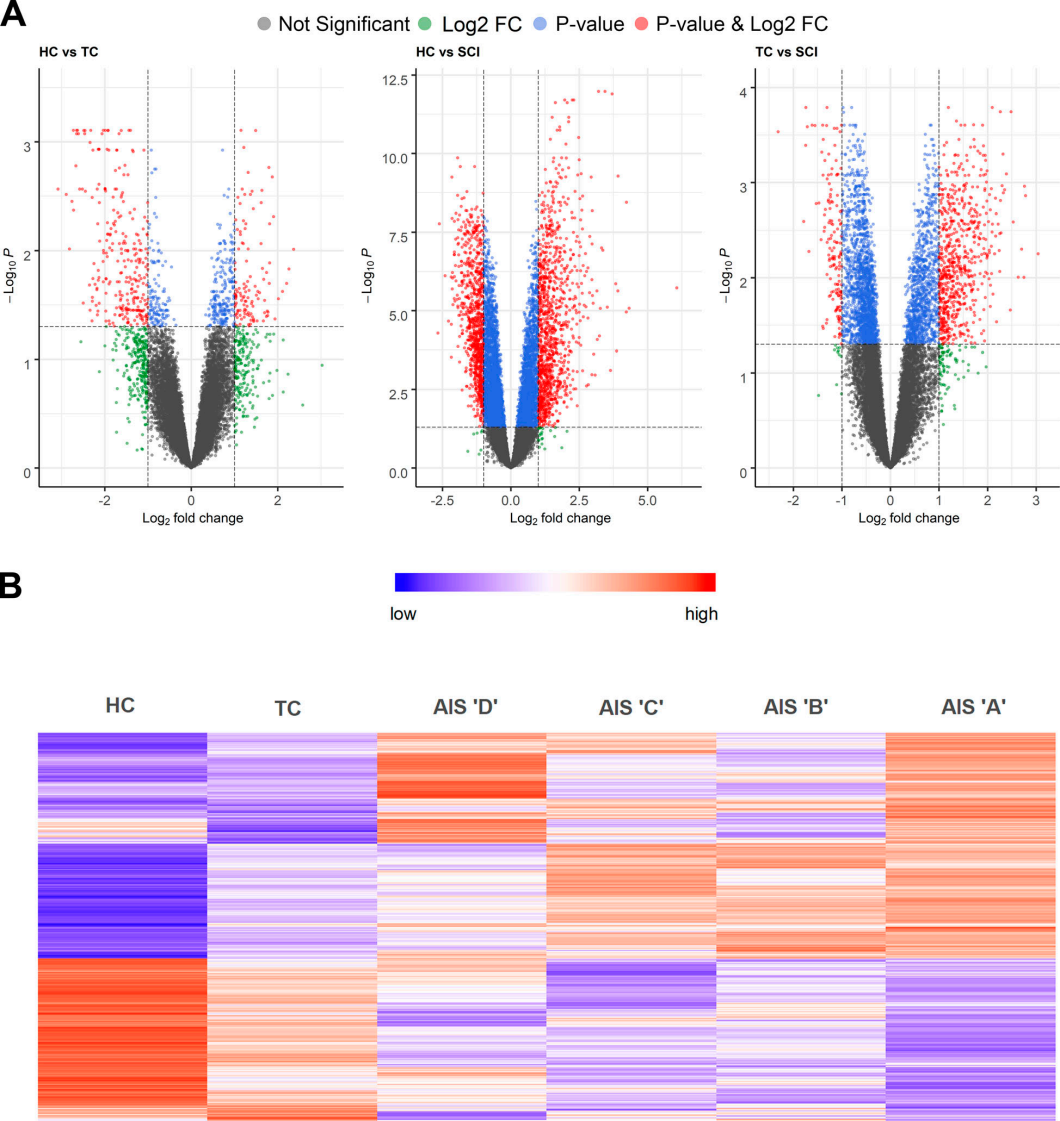
**Differential gene expression analysis of SCI patients vs. healthy and TCs reveals many genes induced specifically upon SCI. (A)** Volcano plots of the three comparisons between HCs, TCs, and SCI patients. **(B)** Heatmap of the 2,096 differentially expressed genes after SCI but not trauma (fold-change [FC] >2, adjusted P value <0.05; HC = 10, TC = 10, AIS D = 11, C = 6, B = 4, A = 12).

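The largest rises in SCI subjects against HCs were in genes of neutrophils and other myeloid cells. Ranked by log2 fold change among genes of moderate or high expression, they were CD177, a surface glycoprotein of neutrophils (8.04, SE 1.23, adjusted p = 6.1e-07 from edgeR), RETN, which encodes resistin (5.50), MMP8, MCEMP1, HP, S100A12, FOLR3, ARG1, GPR84 and OLFM4. The largest falls were in SLC4A10, a bicarbonate transporter (−2.69, SE 0.36, adjusted p = 5.1e-08), LRRN3, AK5, PZP, A2M-AS1, IL2RB, GOLGA8B, GOLGA8A, ALOX15 and A2M. IL2RB, the beta chain of the IL-2 receptor of NK and T cells, fell by 2.23 (SE 0.34, adjusted p = 5.8e-07). GOLGA8A and GOLGA8B are near-identical copies and may share reads, and A2M and A2M-AS1 overlap.
Against TCs, the largest rises were in MMP8, RNA5S9, CD177, OLFM4, SCARNA8, HPGD, MMRN1, LCN2, PPBP and HP. HPGD, which degrades prostaglandins, rose by 3.32 (SE 0.67, adjusted p = 0.0023), and LCN2, lipocalin 2 of neutrophil granules, by 2.84 (SE 0.67, adjusted p = 0.0054). MMRN1, multimerin of platelet granules, rose by 3.05 (SE 0.61, adjusted p = 0.0022). Among the largest falls were MTRNR2L10, LRRN3, GOLGA8A, SBK1, FCGBP, RASA4, DPEP3, TCF7 and FAM102A. RASA4, which inactivates Ras, fell by 1.42 (SE 0.25, adjusted p = 0.0011). MTRNR2L10, a nuclear copy of mitochondrial ribosomal RNA that may take its reads, had −2.09 (SE 0.61, adjusted p = 0.015) but 1.05 with DESeq2 and 0.65 with limma-voom.
In TCs against HCs, the largest rises were in CD177, RETN, SDK1, ZNF608, MCEMP1, GALNT14, TMEM176A, BMX, SLED1 and HP. BMX, a tyrosine kinase of myeloid cells, rose by 2.35 (SE 0.48, adjusted p = 0.0018), and CD177 by 4.01 (SE 1.06, adjusted p = 0.0092), where the fit with the neutrophil and lymphocyte scores as covariates gave −0.080 and −0.41. The largest falls were in RNY3, PPBP, MORC1, MAP3K7CL, ENKUR, C15orf54, CXCL5, GNG11, HGD and RNY1. PPBP, the platelet basic protein, fell by 3.28 in TCs (SE 0.71, adjusted p = 0.003) and rose by 2.82 in SCI subjects against TCs (SE 0.64, adjusted p = 0.004). RNY1, a Y RNA bound by the Ro protein, had −2.83 (SE 0.95, adjusted p = 0.032) and 0.55 without the 3 HC libraries of lowest connectivity.
Platelet and erythroid markers were higher in SCI subjects than in TCs. All 11 platelet markers tested were higher in SCI subjects than in TCs (11 adjusted over the list alone; adjusted p = 0.17 with an estimated correlation) and 7 were lower in TCs than in HCs (9 adjusted over the list alone; adjusted p = 0.32 with an estimated correlation). Between SCI subjects and HCs, 1 platelet marker passed, GP9, which did not pass when adjusted over the list alone. Of 10 erythroid markers, 10 were higher in SCI subjects than in TCs (10 adjusted over the list alone; adjusted p = 0.30 with an estimated correlation), 5 were higher than in HCs (5 adjusted over the list alone; adjusted p = 0.98 with an estimated correlation) and 3 were lower in TCs than in HCs (3 adjusted over the list alone; adjusted p = 0.54 with an estimated correlation). HEMGN, an erythroid nuclear protein, had 2.08 against TCs (SE 0.55, adjusted p = 0.0098). With limma-voom, 1 erythroid marker and 9 platelet markers passed between SCI subjects and TCs. Between SCI subjects and HCs 0 erythroid markers passed with limma-voom (1 in the ComBat matrix). Without the 3 HC libraries of lowest connectivity, 0 platelet and 0 erythroid markers passed between TCs and HCs, and 0 erythroid markers between SCI subjects and HCs. The mean platelet score of TCs was then no closer to that of HCs. With the share of small structural RNAs as a covariate, added after seeing the data, 6 platelet markers passed between SCI subjects and TCs, with a median log2 fold change of 1.11 in place of 2.05, and with 2 surrogate variables 2 erythroid markers did.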

**Figure S3.**
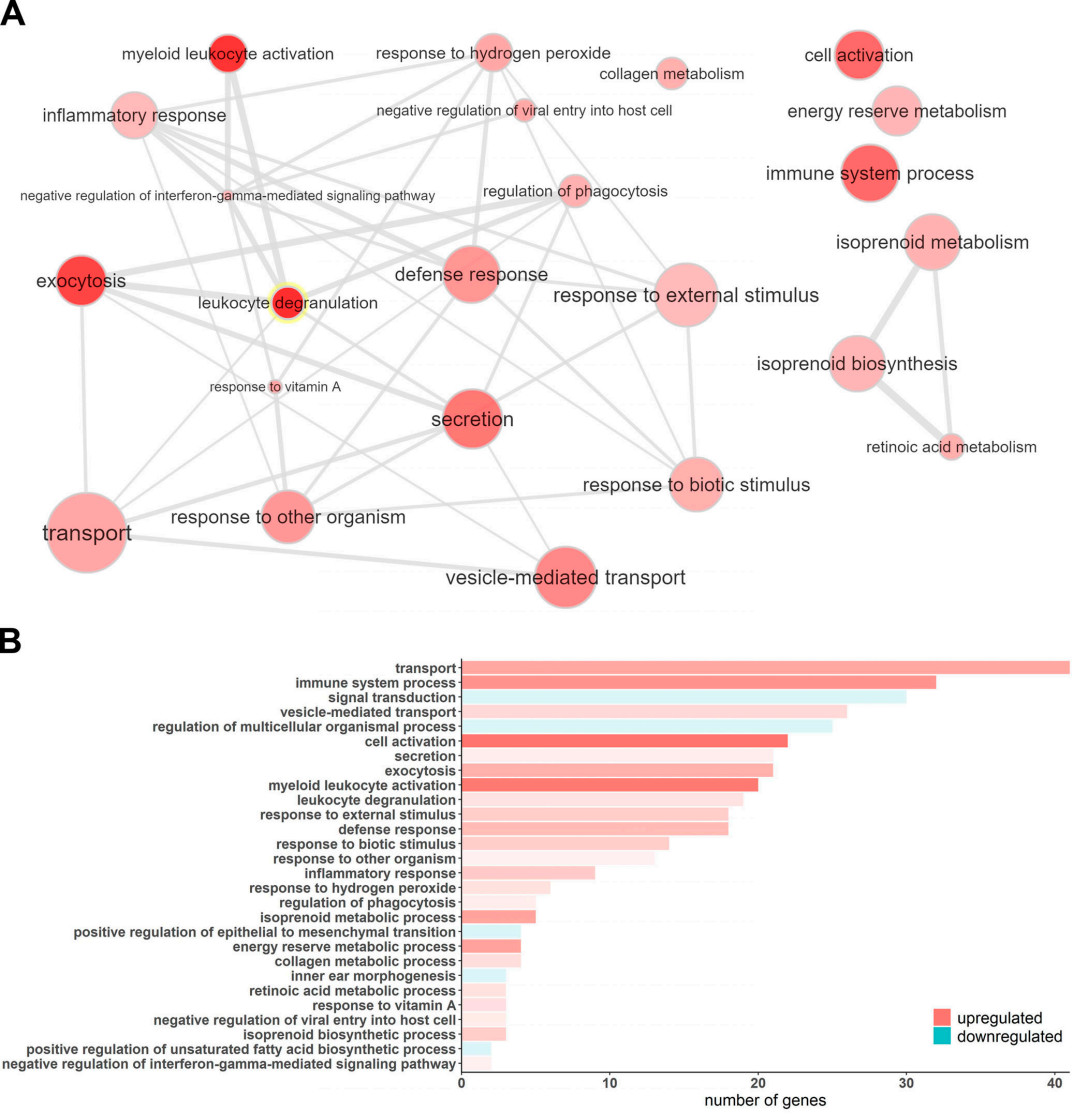
**GO enrichment analysis of the SCI severity–dependent genes suggests an important role of inflammation and cellular transport and localization in classifying SCI patients. (A)** Visualization of the enriched GOs of the genes that increase their expression as the AIS grade increases. The bubble color shading indicates the P values (stronger shading = lower P value) and the bubble size the frequency of the GO in the underlying GO Annotation database. The lines link highly similar GO terms and the width of the line indicates the degree of similarity. **(B)** The bar plot shows the number of differentially expressed genes in each one of the significant GO terms. The shade of each bar indicates the P value (stronger shading = lower P value).

Variation in the abundance of cell types and cell states in heterogeneous samples has been shown to drive covariation of gene expression patterns in a variety of biological systems (Langfelder and Horvath, 2007; Oldham et al., 2006; Oldham et al., 2008; Oldham et al., 2012). Therefore, we performed unsupervised gene coexpression network analysis (Kelley et al., 2018) and identified 16 modules (arbitrarily designated M1–M16) for which SCI patients’ combined expression was significantly different from both TCs and HCs (Fig. 2 A). These modules represent coherent transcriptomic signatures in WBCs that covary specifically as a result of SCI and are therefore targets for biomarker generation as well as potential indicators of underlying pathology and recovery. Among these, M13 exhibited the highest correlation with AIS grade (Spearman ρ = 0.82; P value = 1.56 × 10^−14^). 

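In a coexpression network of the authors' ComBat matrix, SCI subjects differed from both control groups in 11 of 37 modules. The largest contrast with HCs was in module 1, whose 318 genes include KLHL2, ANXA3 and CYSTM1. Module 1 holds 8 of 21 pattern recognition genes, among them TLR5, the receptor of flagellin (Fisher's exact test, adjusted p = 4.6e-07), and 4 of 9 IL-1 family genes (adjusted p = 0.0014). Its eigengene was −0.204 ± 0.0544 in HCs (SD, n = 10), −0.0585 ± 0.102 in TCs (SD, n = 10) and 0.0692 ± 0.0816 in SCI subjects (SD, n = 38). Tukey's test gave p = 1.28e-12 for SCI subjects against HCs, p = 0.000145 against TCs and p = 0.000553 for TCs against HCs. Module 3, lower after SCI, has 169 genes, among them the T cell transcription factors ETS1 and BCL11B and 3 of 8 naive CD4 T cell markers (LEF1, TCF7 and MAL; adjusted p = 0.0047). Module 8, higher after SCI, has 33 genes and holds 9 of 78 oxidative phosphorylation genes, such as COX5B and NDUFA1 (adjusted p = 6.5e-12). Module 9, also higher, has 16 genes and holds the cell cycle genes TOP2A, BUB1, NUSAP1 and TPX2 (4 of 24, adjusted p = 1e-06). In module 12, which holds 6 of 11 platelet markers, TCs were lower than HCs (p = 7.89e-05) and than SCI subjects (p = 3.28e-05). Module 21 holds 67 of 79 cytosolic ribosomal protein genes and was not among the 11. Modules were built by complete linkage on 1 minus the Pearson correlation, at the height of the top 2% of pairs and with at least 10 genes, settings chosen here. SCI subjects differed from both control groups in 20 of 81 modules with the top 5% of pairs, in 7 of 15 with at least 20 genes and in 3 of 20 in log2 CPM of the raw counts.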

Fig. 2, B and C, shows the details of top gene coexpression patterns for this module.

**Figure 2.**
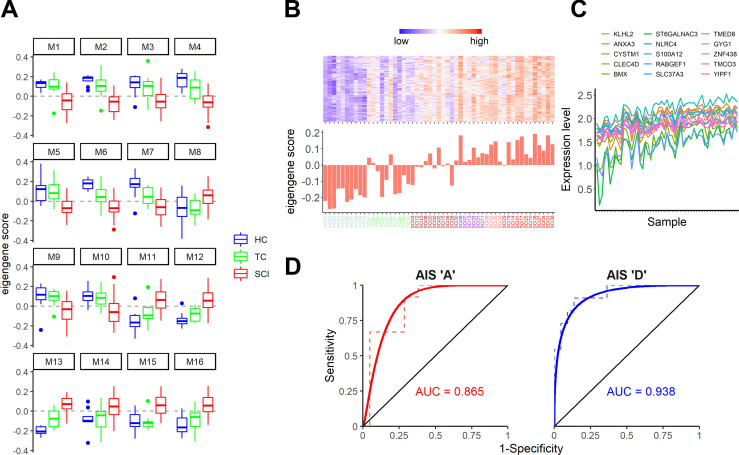
**Gene coexpression network analysis reveals transcriptional modules in peripheral WBCs that predict SCI severity. (A)** Analysis of module eigengene (PC1) scores by patient cohort reveals 16 SCI-specific gene coexpression modules following unsupervised gene coexpression network analysis (one-way ANOVA, adjusted P value <0.05, Tukey’s P value < 0.05 for each comparison). Some modules (e.g., M4) display a gradual change in gene expression, whereas in others (e.g., M1, M5), HCs and TCs are very similar to each other but different from SCIs. *n* = 10 for HCs and TCs and 38 for SCIs. **(B and C)** The M13 module has the highest correlation to SCI severity (Spearman ρ = 0.82). In B is the heatmap of the top-seeded genes for this module (top), and the eigengene score for each one of the patients and controls (bottom). The graph in C shows the expression levels of the top 15 genes of the M13 module across all 58 samples. As expected from the analysis, these top genes of the module exhibit a strong coexpression pattern. **(D)** Receiver operating characteristic plots for the AIS A against the remaining SCIs (left) and the AIS D against the remaining SCIs (right). These plots show the strong predictive ability of our model for SCI patients with AIS A and D. The area under the curve (AUC) is 0.865 for A and 0.938 for D. *n* = 12 A vs. 21 SCIs and 11 D vs. 22 SCIs (color scheme in x-axis labels in B is as follows: blue = HC, green = TC, brown = AIS D, purple = AIS C, salmon = AIS B, and red = AIS A).

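The 15 genes printed for M1 in Fig. 3 include TAF1, a subunit of the transcription factor TFIID, NSD1, a histone methyltransferase, and USP7, a deubiquitinase. Their median log2 fold change was −0.35 in SCI subjects against HCs, −0.21 against TCs and −0.13 in TCs against HCs. In edgeR, 10 of the 15 had an adjusted p under 0.05 between SCI subjects and HCs at any fold, and 0 passed the 2-fold limit in edgeR or DESeq2 (1 in limma-voom). The 15 genes of M5, among them NF2, the tumor suppressor merlin, and POLH, a translesion DNA polymerase, had medians of −0.47 against HCs, −0.57 against TCs and 0.06 in TCs against HCs. Of these, 9 had an adjusted p under 0.05 against HCs and 12 against TCs, whereas between TCs and HCs 0 had even an unadjusted p under 0.05 in edgeR. The genes were chosen by the study on these samples, so neither direction nor coexpression is independent evidence. Within the 38 SCI subjects, the median pairwise correlation was 0.769 (Pearson) and 0.764 (Spearman) for M1 and 0.737 and 0.713 for M5.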

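All 15 genes printed for M13 rose in SCI subjects against HCs (edgeR), by log2 fold changes of 1.23 to 4.73 (median 2.62). Against TCs 10 of them rose (median 1.19), and 9 rose in TCs against HCs (median 1.16). They include S100A12, a ligand of the receptor RAGE, which rose by 4.73 against HCs (SE 0.62, adjusted p = 4e-08) and by 2.49 against TCs (SE 0.54, adjusted p = 0.0033). The lowest change against HCs was 1.23, and CLEC4D and NLRC4 are also among the 15. The study picked these genes from these samples for their correlation with the module, so their coexpression is not independent evidence. Within the 38 SCI subjects, their median pairwise correlation was 0.790 (Pearson) and 0.760 (Spearman), and 0.705 without the 2 libraries farthest from the median. All 15 fell into module 1 of the network built here. Of the 15 genes printed for each of the other modules, the most that fell into 1 module together were 11 for M16, 7 for M5, 6 for M1, 2 for M12 and 0 for M10. Without the 3 HC libraries of lowest connectivity, 4 of the M13 genes passed between TCs and HCs, and with the neutrophil and lymphocyte marker scores as covariates 0 did there, 1 between SCI subjects and HCs and 6 between SCI subjects and TCs.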

Next, we wanted to determine whether any of these 16 modules, alone or in combination, could predict the initial SCI severity as indicated by the AIS grade assigned between days 3 and 10 after SCI. We therefore performed multinomial logistic regression with least absolute shrinkage and selection operator regularization (Friedman et al., 2010) to predict AIS grade using all 16 module eigengenes. We identified one gene module (M12; Fig. 3) that predicted AIS A patients with 83.3% accuracy and a combination of five modules (M1, M5, M10, M13, and M16) that predicted AIS D patients with 90.9% accuracy (Fig. 3, Table S3, and Table S4). Our cohort included too few patients with B or C classifications (*n* = 4 and 6, respectively) to provide useful predictors of these grades (Table S5). Overall, our model shows 72.7% accuracy (P = 2.35 × 10^−5^). We proceeded to test the diagnostic value of the identified modules to detect AIS A and D patients in our cohort using a receiver operating characteristic (ROC) analysis. The areas under the curve for AIS A patients and AIS D patients were 0.865 and 0.938, respectively, confirming that our model can predict these two injury severities with high sensitivity and specificity, despite small sample sizes (Fig. 2 D).

**Figure 3.**
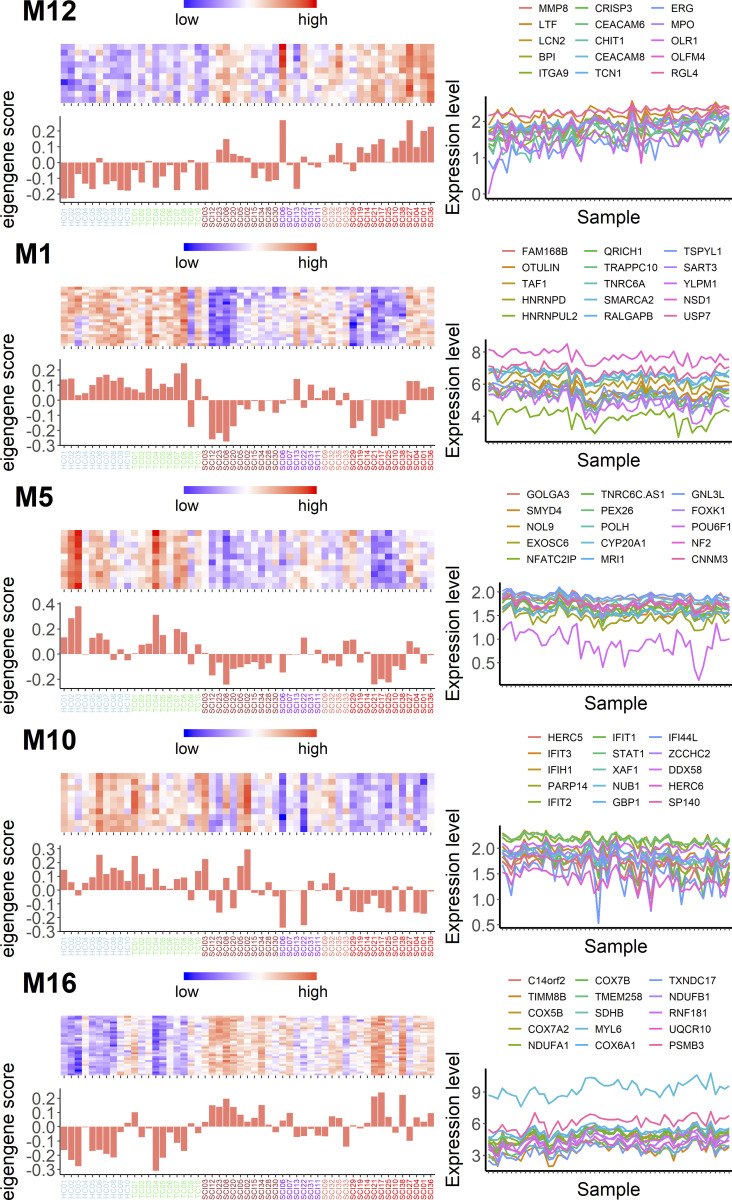
**Multinomial logistic regression identifies specific gene modules with the capacity to accurately predict AIS A and AIS D SCI patients.** For AIS A SCI patients, one gene module (M12) is sufficient to predict the injury class with 83.3% accuracy. Interestingly, five gene modules (M13 in Fig. 2, B and C; M1, M5, M10, and M16) are required to predict AIS D SCI patients with an impressive 90.9% accuracy. For each one of the modules in this figure, on the left is a heatmap with the top-seeded genes for the module and the eigengene score for each patient (and control); on the right are the expression patterns (in arbitrary units) of the top 15 genes with the highest correlation to each module eigengene (color scheme in x-axis labels is as follows: blue = HC, green = TC, brown = AIS D, purple = AIS C, salmon = AIS B, and red = AIS A).

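The 15 genes printed for M12 are mostly genes of neutrophil granule proteins, and all 15 rose in SCI subjects against HCs (edgeR, median log2 fold change 2.41). Against TCs 13 rose (median 1.48), and in TCs against HCs 0 passed (median 0.46, with 1 at an unadjusted p under 0.05 and 1 passing in DESeq2 and in limma-voom). MPO, myeloperoxidase, rose by 2.82 against HCs (SE 0.67, adjusted p = 0.00048) and by 2.04 against TCs (SE 0.63, adjusted p = 0.022). The 15 genes of M10 are mostly genes induced by interferons, such as IFIT1 and IFIT3, with medians of −0.45 against HCs and −0.34 against TCs. HERC6, an interferon-induced ligase, is the 1 gene of M10 that passed in edgeR, and it fell by 1.13 against HCs (SE 0.20, adjusted p = 1.1e-05). Limma-voom gave 2 lower genes of M10 against HCs, and DESeq2 gave 1 against TCs. The 15 genes of M16 hold subunits of the mitochondrial respiratory chain. Of these, COX5B, MYL6, RNF181 and PSMB3 rose against HCs and MYL6, a myosin light chain, rose against TCs (medians 0.80 and 0.57). COX5B, a subunit of cytochrome c oxidase, rose by 1.16 against HCs (SE 0.24, adjusted p = 9.3e-05). The genes of the 3 modules were picked by the study on these samples, so neither direction nor coexpression is independent evidence. Within SCI subjects, the median pairwise Pearson correlation was 0.680 for M12, 0.789 for M10 and 0.780 for M16, and the Spearman correlation 0.650, 0.758 and 0.748. With limma-voom 6 genes of M12 passed against TCs, and with the neutrophil and lymphocyte marker scores as covariates 4 did, while 0 genes of the 3 modules passed against HCs. Without the 3 HC libraries of lowest connectivity, 8 genes of M16 and 0 of M10 passed against HCs, and in the ComBat matrix 0 of M16 passed against TCs.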

To determine whether cellular composition varied among WBCs from our sample cohorts, we performed cell-type deconvolution using CIBERSORTx (Newman et al., 2015; Newman et al., 2019), which infers cell-type proportions in bulk tissues from global gene expression patterns. Applying this method to our samples revealed the estimated relative proportions of 22 leukocyte subtypes. These “digital cell types” were then compared across groups (HC, TC, and SCI) and AIS grade levels (Fig. 4, A and B). Five cell types (neutrophils, resting NK cells, resting CD4, naive CD4, and γδ T cells) exhibited significantly different proportions among the three groups (Fig. 4 C), but none of these were significantly different between AIS grades. 

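Neutrophil markers were higher and lymphocyte markers lower in SCI subjects than in HCs. The neutrophil score, the mean log2 CPM of 10 markers such as MGAM and PROK2, was 7.16 ± 0.72 in HCs (SD, n = 10), 8.52 ± 0.91 in TCs (SD, n = 10) and 9.03 ± 0.42 in SCI subjects (SD, n = 38). SCI subjects exceeded HCs by 1.87 (two-sided permutation test adjusted over the cell types, p = 4.2e-05) and TCs by 0.51 (p = 0.037), and TCs exceeded HCs by 1.36 (p = 0.013). The NK cell score was 4.34 ± 0.69 in HCs, 3.23 ± 0.76 in TCs and 3.28 ± 0.75 in SCI subjects, lower than in HCs in TCs (−1.10, p = 0.017) and in SCI subjects (−1.06, p = 0.00051), with p = 0.87 between SCI subjects and TCs. The memory CD4 T cell score of SCI subjects differed by −1.20 from HCs (p = 8.5e-05) and by −0.61 from TCs (p = 0.037). The T cell score differed by −1.37 from HCs (p = 4.2e-05) and by −0.71 from TCs (p = 0.04). TCs differed from HCs by −0.58 in the memory CD4 T cell score (p = 0.028, and 0.25 with Tukey's test adjusted over the cell types). In the T cell score TCs differed from HCs by −0.66 (p = 0.032, and 0.31 with Tukey's test adjusted likewise). Eosinophil markers such as SIGLEC8 and SMPD3 differed by −1.83 from HCs (p = 0.00053).
Gene by gene, 9 of 10 neutrophil markers rose in SCI subjects against HCs (9 adjusted over the list alone; adjusted p = 0.046 with an estimated correlation) and 8 rose in TCs (8 adjusted over the list alone; adjusted p = 0.29 with an estimated correlation). Of 10 NK cell markers, 7 fell and 1 rose in SCI subjects against HCs (7 and 1 adjusted over the list alone; adjusted p = 0.24 with an estimated correlation), and 4 fell in TCs (7 adjusted over the list alone; adjusted p = 0.32 with an estimated correlation). KLRF1, an activating receptor of NK cells, fell by 1.78 in SCI subjects against HCs (SE 0.32, adjusted p = 1.1e-05 from edgeR). NCR1, another activating receptor, was the marker that rose, by 1.25 against HCs (SE 0.39) and by 1.30 against TCs (SE 0.39, adjusted p = 0.019). Of 10 T cell markers, 8 fell against HCs (8 adjusted over the list alone; adjusted p = 0.18 with an estimated correlation), among them CD28, the costimulatory receptor, by 1.87 (SE 0.25, adjusted p = 4.2e-08). Of 6 memory CD4 T cell markers 4 fell (4 adjusted over the list alone) and of 6 eosinophil markers 6 fell (6 adjusted over the list alone; adjusted p = 0.15 and 0.24 with an estimated correlation). The scores are marker levels and not cell proportions, and the difference of the neutrophil score from TCs was 0.22 (p = 0.14) in the authors' ComBat matrix. Tukey's test between SCI subjects and TCs (n = 38 and 10) gave p = 0.045 for neutrophils, 0.026 for T cells and 0.017 for memory CD4 T cells. Adjusted over the cell types as well, these were 0.11, 0.074 and 0.062. The median of the markers gave p = 0.07 for memory CD4 T cells (adjusted permutation test). Without the 3 HC libraries of lowest connectivity, the neutrophil score of TCs exceeded that of HCs by 1.07 (adjusted permutation test, p = 0.05). The NK cell score of TCs then differed by −1.34 from HCs (p = 0.017). Gene by gene, 0 neutrophil and 0 NK cell markers then passed between TCs and HCs. In the ComBat matrix 3 neutrophil markers passed there and 5 between SCI subjects and HCs, and in both settings NCR1 did not pass against HCs.

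**Figure D2:**
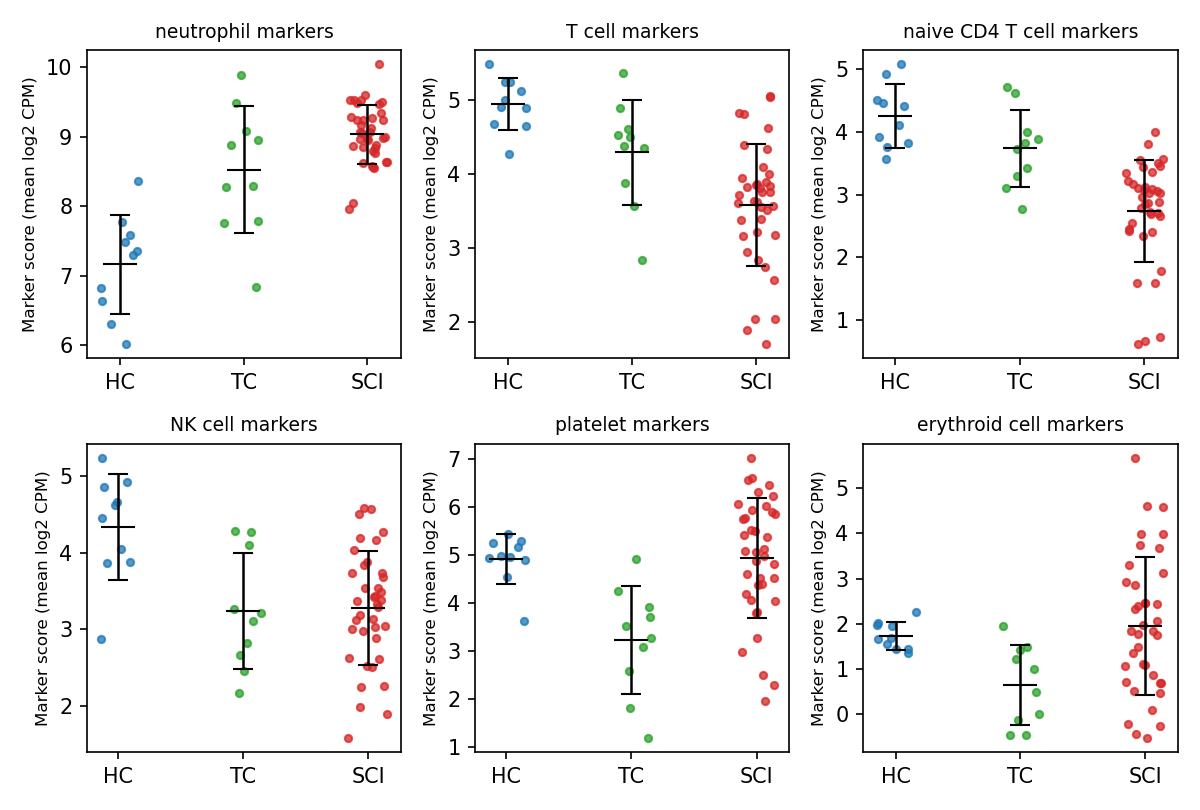
Marker scores, each the mean log2 CPM of a list of cell type markers, for neutrophils, T cells, naive CD4 T cells, NK cells, platelets and erythroid cells, with 1 point per library in 10 HCs, 10 TCs and 38 SCI subjects and bars for the mean ± SD. Neutrophil scores were lowest in HCs, T cell scores were highest in HCs, and platelet and erythroid scores were lowest in TCs.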

We also used these inferred proportions to calculate leukocyte ratios, which have been proven clinically useful in multiple diseases and traumas (Choi et al., 2020; Quan et al., 2020; Zhao et al., 2020). The neutrophil-to-lymphocyte and the lymphocyte-to-monocyte ratios were both significantly different between the three groups (one-way ANOVA P values 0.0009 and 0.0273, respectively; Fig. 4 D) but did not differ across AIS grades. Thus, changes in leukocyte ratios were indicators of the presence of SCI, but by themselves were not sufficient to predict injury severity.

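The balance of neutrophil and lymphocyte markers rose in both injured groups. The neutrophil score minus the mean of the T, B and NK cell scores, which stands for the log2 neutrophil-to-lymphocyte ratio, was 2.77 ± 0.75 in HCs (SD, n = 10), 4.94 ± 1.41 in TCs (SD, n = 10) and 5.71 ± 0.98 in SCI subjects (SD, n = 38). It differed among the groups (permutation test, p = 1e-05, the smallest that 100000 permutations give), by 2.93 between SCI subjects and HCs (p = 1e-05), by 2.17 between TCs and HCs (p = 0.0005) and by 0.76 between SCI subjects and TCs (p = 0.053). The lymphocyte minus classical monocyte score was −1.77 ± 0.39 in HCs, −3.22 ± 0.94 in TCs and −3.84 ± 0.78 in SCI subjects, with differences from HCs of −2.07 after SCI (p = 1e-05) and of −1.45 in TCs (p = 0.0005). Classical monocyte markers rose in part, 3 of 7 in SCI subjects against HCs (3 adjusted over the list alone; adjusted p = 0.15 with an estimated correlation). CD14, the coreceptor of lipopolysaccharide, rose by 1.91 (SE 0.37, adjusted p = 3.1e-05 from edgeR), and VCAN, versican, by 1.84 (SE 0.29, adjusted p = 1.4e-06). Of 10 B cell markers 3 fell (3 adjusted over the list alone; adjusted p = 0.51 with an estimated correlation), such as MS4A1, which encodes CD20, by 1.74 (SE 0.35, adjusted p = 5.3e-05; 0.33 with neutrophil and lymphocyte scores as covariates). In the ComBat matrix 1 classical monocyte marker passed against HCs, and with those covariates 0 B cell markers did. B cell markers are part of the lymphocyte score, so a fit with that score cannot test them.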

**Figure 4.**
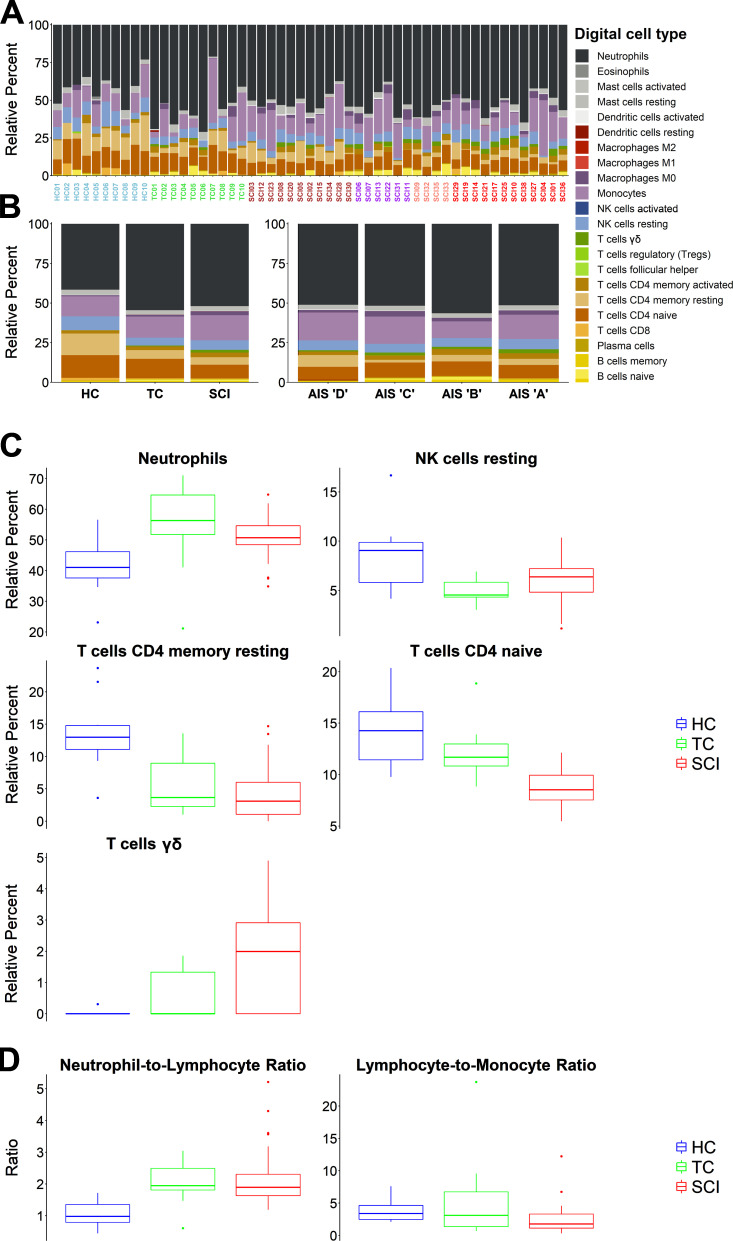
**Digital cytometry using CIBERSORTx measures relative abundance of 22 distinct leukocyte subtypes in SCI and control patients.** We used a recently created machine learning algorithm (CIBERSORTx) that uses deconvolution methods to infer cell type proportions based only on gene expression patterns. We cross-referenced the transcriptomes of all SCI patients and controls with the leukocyte gene signature matrix (LM22; Newman et al., 2015) and estimated relative abundances for 22 leukocyte subtypes. **(A)** The stacked bar plots show the relative abundance of the 22 digital cell types for each of the SCI patients and controls. **(B)** Left shows group averages, and right shows AIS grade averages. **(C)** One-way ANOVA for each digital cell type showed statistically significant differences for neutrophils, resting NK cells, CD4 resting T cells, CD4 naive T cells, and γδ T cells with adjusted P values <0.05. Tukey’s test showed that for CD4 naive and γδ T cells, the SCI group is significantly different from both control groups. No statistically significant difference was identified among AIS grades. **(D)** The neutrophil-to-lymphocyte and lymphocyte-to-monocyte ratios (calculated from the CIBERSORTx data) show differences between HCs, TCs, and SCIs (one-way ANOVA, P value < 0.05; color scheme in x-axis labels in A are as follows: blue = HC, green = TC, brown = AIS D, purple = AIS C, salmon = AIS B, and red = AIS A).

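Naive CD4 T cell markers were lower in SCI subjects than in both control groups. Their score was 4.26 ± 0.51 in HCs (SD, n = 10), 3.74 ± 0.62 in TCs (SD, n = 10) and 2.74 ± 0.82 in SCI subjects (SD, n = 38). SCI subjects differed by −1.51 from HCs (two-sided permutation test adjusted over the cell types, p = 6.8e-05) and by −1.00 from TCs (p = 0.0086), and TCs by −0.52 from HCs (p = 0.1). Of the 8 markers, 6 fell against HCs (6 adjusted over the list alone) and 3 against TCs (3 adjusted over the list alone; adjusted p = 0.15 and 0.17 with an estimated correlation), and 0 and 1 passed with the neutrophil and lymphocyte marker scores as covariates. LRRN3, a leucine-rich repeat protein of naive T cells, fell by 2.61 against HCs (SE 0.32, adjusted p = 1.1e-08 from edgeR) and by 1.52 against TCs (SE 0.33, adjusted p = 0.0033). NELL2 fell by 2.08 against HCs (SE 0.31, adjusted p = 2.9e-07). The 7 markers of γδ T cells chosen, such as TRDC and TRGC1, are constant and variable segments of the T cell receptor and were not used, since the count table lists none of them.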

To clarify which cell types contributed to the coexpression modules that predict SCI severity, we cross-referenced module composition with cell type–specific gene sets from published RNA-seq datasets (Newman et al., 2015; Watkins et al., 2009). The M12 module, which predicted AIS A injury severity, was significantly enriched with genes expressed by resting NK cells, mast cells, and CD66^+^ granulocytes (Fisher’s exact test P values of 2.9 × 10^−7^, 5.19 × 10^−7^, and 7.81 × 10^−6^, respectively). The M13 module, which predicted AIS D severity, was also significantly enriched with CD66^+^ granulocytes (P = 1.45 × 10^−8^). These data suggest that expression changes in WBCs associated with SCI can be further subdivided into specific contributions from distinct cell types, which could lead to refined assays and predictors.

AIS grades of severity by themselves do not indicate neurological levels of injury (NLI), although NLIs are clearly critical for determining functional outcomes. Therefore, we wanted to test whether the NLI in our SCI cohort could have affected the predictability of our model. This is especially important taking into consideration the imbalance of our cohort in the NLI (>50% are in the cervical region, <10% lumbar; Table S5). Although sample size restrictions do not allow us to evaluate the NLI as a confounding variable, we sought to analyze their distribution against the predicted AIS grades. The results showed that no NLI level is significantly responsible for the predicted AIS grades and that they are relatively evenly spread across them (Fig. 5 A). This result does not mean that the NLI could not be a confounding variable, but it rather shows that our predictive model is not affected by the cohort NLI imbalance.

**Figure 5.**
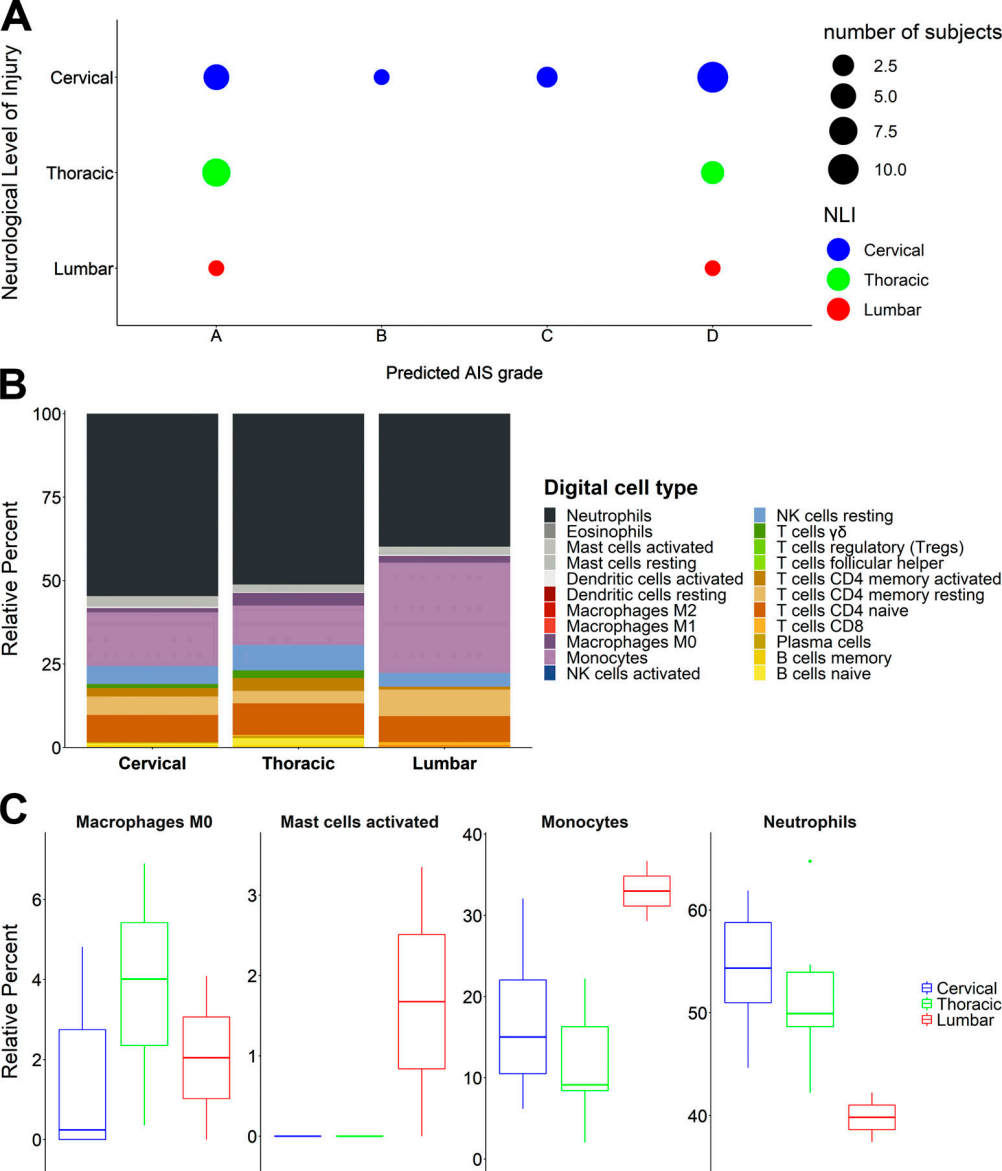
**NLI is correlated with a differential immunological response after SCI. (A)** The distribution of the NLI levels across the predicted AIS grades does not show a pattern that would suggest a strong effect on the predictability of the model. **(B)** CIBERSORTx data aggregated per NLI. The stacked bar plots show the differential immune response for each NLI level. **(C)** One-way ANOVA for each digital cell type from B showed that several cell types displayed a statistically significant differential response per NLI. The four cell types presented here are the ones remaining significant (P < 0.05) after Benjamini–Hochberg multiple testing correction (cervical = 18, thoracic = 10, lumbar = 2).

While we showed that the NLI probably does not affect the predictability of our model, that does not preclude the possibility that WBC transcriptomes may be affected by it. Indeed, there is strong evidence in the literature suggesting that different immunological responses can be induced in cervical vs. thoracic or lumbar SCI (Hong et al., 2018). Using our CIBERSORTx estimates, we were able to verify the differential digital immunological phenotypes resulting from SCI in the cervical (*n* = 18), thoracic (*n* = 10), and lumbar (*n* = 2) regions (Fig. 5 B). In particular, we could see that the proportions of neutrophils, monocytes, M0 macrophages, and activated mast cells are significantly different across the three NLI levels (Fig. 5 C). Continuing to explore the relationship between NLI and WBC transcriptomes, we sought to discover if the 16 SCI-induced modules we identified (Fig. 2 A) could be used to predict whether the SCI is in the cervical region. Again, using logistic regression with least absolute shrinkage and selection operator regularization, we identified a combination of three modules (M10, M12, and M16) that could predict whether the SCI is cervical with 73.6% accuracy (P value = 0.04352; Table S6 and Table S7). These data offer a first glimpse of the possibilities emerging from our analytical pipeline. With a larger sample size, it is likely that we will not only identify diagnostic severity biomarkers but also get insights on specific anatomical and biological characteristics of the injury in addition to the peripheral immune molecular response.

Early biomarkers of SCI could enable more efficient and personalized clinical treatments, as well as better stratification of patients for clinical trials, since early clinical evaluations often lack reliability (Hulme et al., 2017; Kwon et al., 2019). In contrast to existing biomarkers that require rapid access to complex machinery (e.g., magnetic resonance scanning), fluid biomarkers are more accessible and can provide novel insights about systemic responses to SCI. Although previous studies have proposed large structural proteins in blood serum/plasma and CSF as fluid biomarkers of SCI (Kwon et al., 2017; Leister et al., 2020), these proteins are susceptible to proteases and degrade rapidly, rendering measurements of concentration variable- and time-sensitive. More recent studies of circulating microRNAs as biomarkers are promising since microRNAs are not as sensitive to degradation due to their small size (22 nt) and the fact that most are protected inside exosomes (Tigchelaar et al., 2019; Tigchelaar et al., 2017).

Our approach differs substantially from previous efforts to identify fluid biomarkers of SCI. First, we have analyzed potential biomarkers that are “safely housed” in their cell of origin at the time of collection, as opposed to free-floating molecules in CSF or blood. Second, instead of preselecting candidate biomarkers in advance, we have performed an unbiased high-throughput analysis of 17,500 transcripts from WBCs isolated from each patient. This high-dimensional readout of the immune response during the acute phase of the injury provides important information about how the periphery affects the progress of the central lesion and may lead to new hypotheses and targets for intervention. Our results indicate that global gene expression patterns in WBCs can distinguish SCI patients from healthy and non-CNS TCs. Moreover, when overlaying these gene expression patterns with the widely used AIS injury grade classification system, we identified 197 genes whose expression levels changed with increasing injury severity and, upon confirmation in larger patient cohorts, may serve as novel fluid biomarkers of SCI. The list of these 197 genes (Table S2) includes a number of genes that seem appropriate, as well as some whose functions are yet to be delineated, which might provide clues to new therapeutic targets. For example, metalloproteinase-8 (*MMP8*), which is the top-seeded gene in module M12 (module predicting AIS A), haptoglobin (*HP*), and kininogen-1 (*KNG1*) have each been proposed previously as potential biomarkers for SCI, at the protein level in either blood plasma/serum or CSF (Light et al., 2012; Lubieniecka et al., 2011; Sengupta et al., 2014). 

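MMP8, which encodes neutrophil collagenase, rose in SCI subjects against both control groups. Its log2 CPM was 1.46 ± 0.81 in HCs (SD, n = 10), 2.30 ± 1.00 in TCs (SD, n = 10) and 4.77 ± 2.27 in SCI subjects (SD, n = 38). The log2 fold change was 5.42 against HCs (SE 1.08, adjusted p = 4.8e-05 from edgeR) and 4.53 against TCs (SE 1.02, adjusted p = 0.004), and 0.90 for TCs against HCs (SE 0.97, adjusted p = 0.53). HP, the hemoglobin-binding haptoglobin, had 0.55 ± 0.64 in HCs, 2.59 ± 1.09 in TCs and 4.62 ± 1.86 in SCI subjects, with log2 fold changes of 5.12 after SCI against HCs (SE 0.76, adjusted p = 3.7e-07), 2.79 against TCs (SE 0.65, adjusted p = 0.0047) and 2.33 for TCs against HCs (SE 0.72, adjusted p = 0.022). HP may share reads with its paralog HPR. KNG1, the precursor of bradykinin, had few counts, 7.1 ± 4.09 per library in HCs (SD, n = 10), 9.6 ± 9.03 in TCs (SD, n = 10) and 2.63 ± 2.03 in SCI subjects (SD, n = 38), and was under the filter on low counts. Without the filter its log2 fold change was −1.56 in SCI subjects against TCs (SE 0.35, adjusted p = 0.0047 from edgeR) and −0.73 against HCs (SE 0.36, adjusted p = 0.12). In GRCh38, MMP8 lies on chromosome 11 from 102711796 to 102727050 on the minus strand, HP on chromosome 16 from 72054505 to 72061055 and KNG1 on chromosome 3 from 186717348 to 186744410, both on the plus strand. Against HCs, MMP8 had 5.46 with DESeq2, 3.37 with limma-voom and 3.16 in the ComBat matrix. With the neutrophil and lymphocyte marker scores as covariates, MMP8 had 0.69 against HCs (adjusted p = 0.75). HP in TCs against HCs had 2.00 in the ComBat matrix (adjusted p = 0.063).

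**Figure D3:**
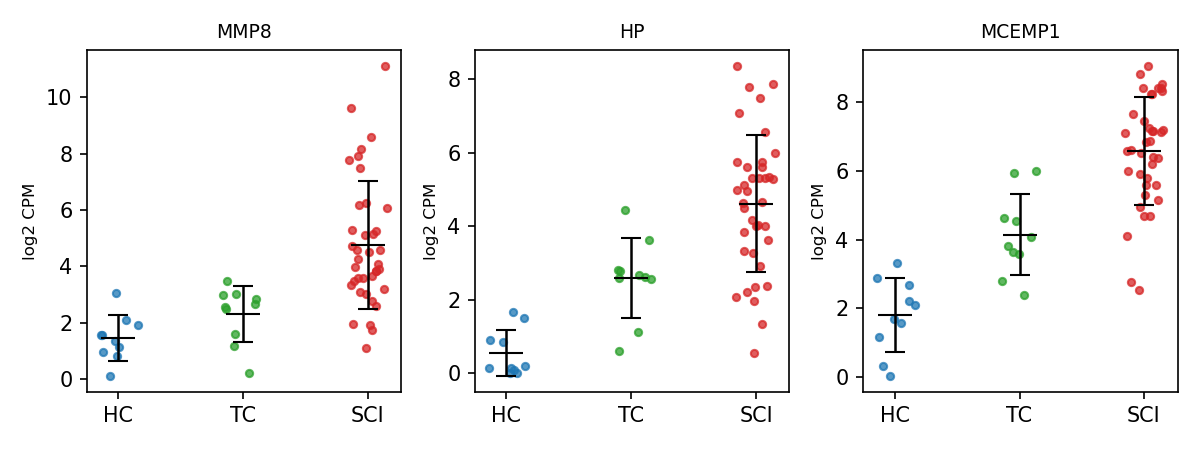
Log2 CPM of MMP8, HP and MCEMP1, with 1 point per library in 10 HCs, 10 TCs and 38 SCI subjects and bars for the mean ± SD. The mean of each gene was lowest in HCs and highest in SCI subjects.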

The fact that we identify them at the mRNA level in WBCs and they seem to be correlated with SCI severity is very promising and provides converging evidence for the potential importance of these genes as encoding transcript and protein indicators of injury. Due to the high throughput of our approach, we have dozens more genes to screen that have never been reported as potential SCI biomarkers. For example, our analysis identified *MCEMP1* (mast cell–expressed membrane protein 1) as a candidate biomarker of SCI severity. 

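MCEMP1, a transmembrane protein of mast cells and other myeloid cells, lies on chromosome 19 of GRCh38 from 7677088 to 7679829 on the plus strand. Its log2 CPM was 1.80 ± 1.07 in HCs (SD, n = 10), 4.14 ± 1.18 in TCs (SD, n = 10) and 6.58 ± 1.58 in SCI subjects (SD, n = 38). It rose after SCI by a log2 fold change of 5.16 against HCs (SE 0.64, adjusted p = 1.5e-08 from edgeR) and of 2.66 against TCs (SE 0.55, adjusted p = 0.0025). In TCs it rose by 2.5 against HCs (SE 0.60, adjusted p = 0.0059). Without the 3 HC libraries of lowest connectivity, the rise in TCs had 2.18 (adjusted p = 0.097).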

Interestingly, Raman et al. (2016) previously suggested that the expression level of this gene in WBCs is a biomarker for stroke prognosis. These findings may indicate a need to separate SCI-only patients from SCI patients who also suffered a concurrent traumatic brain injury or suffered from a preexisting neurological condition (Table S1), sample size permitting.

Despite the attractiveness of single-gene biomarkers, there is growing evidence (mainly from cancer research) to suggest that their performance is limited (Targonski et al., 2019). Of course, genes do not work in isolation, and there is overwhelming evidence for reproducible transcriptional covariation in blood and other tissues, suggesting a modular organization to genomic function. These modules are not always neatly captured by existing GOs, hence the need to perform unsupervised coexpression analysis. Multivariate analysis revealed 16 gene coexpression modules associated with SCI, a subset of which were able to predict AIS A and AIS D SCI patients with impressive accuracy. From a clinical perspective, this finding has the potential to add an important resource to health care providers, with the caveat that routine assays of mRNA expression patterns in the acute care setting will require the development of new technologies.

It is worth noting that the timing of the AIS grades is not always the same. For most of our patients, more than one ISNCSCI examination was performed during their hospital stay. In this study, we used the earliest AIS grade obtained between 3 and 10 d after injury. The rationale for that choice is that we wanted to stay away from the first 48 h after injury, a time point known to produce substantially unstable AIS grades due to several factors, such as spinal shock or strong sedation of the patients. Similarly, we stayed clear from the exam performed at discharge due to the wide variance at discharge times (from 4 to 56 d after injury). The range we selected for our analysis (3–10 d after injury) was the one that provided us with enough data, allowed us to avoid unnecessary technical and biological variance, and also proved to be stable across time. Only four of our patients would have a different AIS grade if we were to use their discharge exam. A future goal of our ongoing study is to predict long-term outcomes (e.g., the AIS grade at 6 and 12 mo after SCI). Currently, such an analysis is limited by sample size: Out of the 38 SCI patients, only 17 returned for their 6- and/or 12-mo evaluation, and 16 out of those 17 were classified as AIS D, so we are hampered by both sample size and low variance. We are continuing to add longitudinal data from enrolled patients. In the future, we will be able to extend our analysis in this fashion with the addition of participants both at our center and at new TRACK-SCI sites that are in the process of being added to our study. Moreover, given the well-known limitations of the AIS grade scale, additional outcome measures (e.g., upper and lower extremity motor scores and sensory scores from the ISNCSCI neurological examination) could offer more detailed insights into patients’ conditions and enable more accurate predictions. As we increase the number of enrolled patients and sequenced blood samples, such analyses will be feasible.

Although we have demonstrated proof of concept for our methodology in a sample of 38 SCIs, TRACK-SCI continues to enroll patients, with 179 participants to date. By combining multivariate and longitudinal analysis of WBC transcriptomes with detailed clinical information, we seek to create a novel framework for diagnosing SCI severity and predicting outcomes based on the systemic immune response. Such a framework could eventually replace the ASIA grading system or be used in combination to allow more precise clinical decisions. Additional studies with larger sample sizes will be required to validate these findings and move toward a practical RNA-based blood biomarker. Furthermore, it should be possible to determine whether diagnostic patterns reflect WBC responses to specific CNS injury–induced signals such as CNS protein products and/or signaling molecules such as chemokines. The clear differentiation between expression profiles from TCs and SCI suggests that WBC transcriptomes contain latent information specific to CNS injury, raising the possibility that WBC RNA profiles may also respond to treatments that mitigate secondary damage or are associated with recovery of function. If so, the routine analysis of RNA expression profiles in blood may provide both a practical clinical tool and a new window into the biology of human CNS injury and its treatment.

## Materials and methods

### Statistics

The differential gene expression analysis was performed using linear modeling with edgeR and the limma method in the R programming language. The genes were selected based on the P values (P < 0.05) of the Benjamini–Hochberg correction and a log2 fold change >1 or lower than −1. For eigengene module selection and CIBERSORT cell type differential analysis, one-way ANOVA was used with Tukey’s post hoc and adjusted (Benjamini–Hochberg) P values <0.05. For all the boxplots in the figures, the middle line represents the median value, the bottom and the top of the box represent the first and third quartiles of the data, the whiskers are 1.5 times the interquartile range, and the dots represent the outliers.

### TRACK-SCI patients and controls enrollment

All procedures for this study were conducted with the approval of the Human Subjects Review Boards at the University of California, San Francisco, and the U.S. Department of Defense Human Research Protection Office. All English- and non–English-speaking patients who presented to the emergency department and were diagnosed with a traumatic SCI were initially eligible for the study. Patients who were <18 yr old, in custody, prisoners, pregnant, or on medically indicated psychiatric hold were excluded. Informed consent was sought for all patients. For patients who were unable to sign for themselves due to their injury, a witness unaffiliated with the study was present throughout the consenting process and signed on the patient’s behalf. Patients incapable of consenting themselves were initially enrolled via a legally authorized representative (next of kin) or another suitable surrogate when one was available, then later approached for patient consent. Patients and surrogates had the option to participate in all or some of the following study portions: blood draws, ISNCSCI examinations, and/or follow up assessments. Patients were compensated ($50) after each time point (hospital stay, 3-mo phone call, 6-mo in-person visit, 12-mo in-person visit) for a total of $200.

Non-SCI subjects were either HCs (*n* = 10) or TCs (*n* = 10). HCs were recruited using Institutional Review Board–approved recruitment flyers posted at Zuckerberg San Francisco General Hospital and Trauma Center and from friends and family of enrolled SCI patients. Subjects contacted study coordinators, were interviewed, consented, and provided basic demographic information and biospecimens. TCs were recruited from emergency department patients with traumatic but non-CNS injuries. The same basic demographic and biospecimen data were collected for these patients as for SCI patients for comparison purposes except that a single blood sample was taken. No monetary compensation for participation was provided for the control subjects.

### Patient data collection

The foundation of the TRACK-SCI database is the National Institute of Neurological Disorders and Stroke–recommended common data elements (CDEs; Biering-Sørensen et al., 2015). Core CDEs are data elements that all SCI studies are strongly encouraged to use in collection of basic participant information. Additional measures from the International Spinal Cord Society were also used. Data collection domains include demographic, clinical, radiological, and functional outcome measures. All data collected from these CDEs were housed in a Research Electronic Data Capture (REDCap; Harris et al., 2009) database and include >21,000 data fields including additional institutional variables, calculated fields, repeated measures, date/time stamping of measures, and completion status log. Upon admission to the inpatient service, another 19,148 data fields regarding trauma characteristics, injury severity, blood pressure management, operating room procedures, interventions, hospital outcomes, and high-frequency operating room vital signs, as well as motor-sensory exams and pain questionnaires, are obtained from both paper and electronic medical records as well as participant interviews. REDCap is in full compliance with Health Insurance Portability and Accountability Act security standards for protection of personal health information. The following CDE categories comprised the demographic and clinical data domain: (1) demographics, (2) health history, (3) injury-related events, and (4) assessments and examinations. A total of 229 variables concerning patient demographics, medical history, and consent/contact information was collected through abstraction from electronic medical record systems and participant interviews.

The ISNCSCI (Maynard et al., 1997) was used to assess motor and sensory function and group patients by injury severity based on the AIS, which ranges from A (most severe—complete) to E (not impaired). ISNCSCI examinations were conducted by trained personnel who completed the ASIA International Standards Training E Program and in-person training. ISNCSCI exams were performed on all patients during the initial admission, either as part of clinical care if the treating provider completed International Standards Training E Program training, or separately for the research study if the ISNCSCI was not performed for clinical purposes. Occasionally, an ISNCSCI was not performed or not completed during the admission, usually because the patient was excessively sedated and could not participate in the exam. In the case of incomplete ISNCSCI examinations, the assessor gave an estimated AIS grade based on the collected data and the overall clinical picture of the patient.

If possible, patients completed examinations at regular intervals including admission (day 0 = 0–23 h from injury), every 24 h until post-injury day 7, discharge, 6-mo follow-up (±2 wk), and 12-mo follow-up (±2 wk). All ISNCSCI exam results were included in the REDCap database.

### Biospecimen collection

Two blood samples were collected, one 4 ml for total RNA extraction from WBCs, and the other 6 ml for serum isolation. Samples were aliquoted and frozen at −80°C within 1 h of collection. To preserve WBC concentrations, 7.2 mg K2-EDTA vacutainer tubes were used for WBC collection and subsequent RNA extraction, instead of K3-EDTA vacutainer tubes. The second blood sample was collected in 6-ml Z serum clot activator vacuette tubes for serum extraction. To prevent reduction in sample volume, externally threaded cryovials were used for serum storage. Serum was divided into multiple 500-µl aliquots for storage. An inventory system was developed to track time of collection, processing, and storage for all biospecimens.

### WBC isolation and RNA extraction

Blood was centrifuged at 1,500 rpm for 15 min at room temperature within 0–15 min from blood draw. Then, the interface layer (buffy coat) was carefully aspirated with a pipette and placed in 10 ml of 1× solution of Red Blood Cell Lysis Buffer (BioLegend) for 15 min in the dark. After the 15-min incubation, the solution was centrifuged at 1,500 rpm for 10 min. The supernatant was discarded, and the cell pellet resuspended in 1 ml of TRIZOL (Ambion) and either stored at −80°C or immediately processed for RNA extraction. Total RNA from WBCs was extracted using the TRIZOL method. The RNA yield was between 15 and 25 µg per 5 ml peripheral blood. 1 µg of the total RNA was then used for generating the Illumina cDNA library, which was used for the downstream RNA-seq.

### RNA-seq

1 µg of total RNA was used for the library synthesis. cDNA libraries were synthesized using Illumina’s TruSeq Stranded Total RNA with Ribo-Zero Globin kit. The kit depletes ribosomal RNA, which makes up more than 90% of total RNA, and globin mRNA, which is present in very high levels in blood total RNA. The libraries were quantified using a Thermo Fisher Scientific Nanodrop 2000c spectrophotometer, and their quality and average fragment size was assessed using Agilent’s DNA 1000 kit and Agilent’s 2100 Bioanalyzer. After quantification, equal amounts of 10 libraries, each one with different barcoded adapters, were pooled together to be sequenced in one lane of the Illumina’s HiSeq4000 sequencer. Based on the specifications of the HiSeq4000 and our sample pooling per lane, we aimed to get ∼40 million reads per sample, which has been shown to be sufficient to reveal the vast majority of the differentially expressed genes of a well-annotated genome (Liu et al., 2014). The sequencing output of our samples can be seen in Table S8, and the raw sequences have been deposited to Gene Expression Omnibus database with accession no. 

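The reads that reached genes were taken in large part by a few RNAs, and more so after SCI. The 10 genes with the largest mean share of counts over all 58 libraries held 16.8% ± 4.66 of the counts in HCs (SD, n = 10). They held 22.7% ± 10.9 in TCs (SD, n = 10) and 32.9% ± 12.3 in SCI subjects (SD, n = 38). SCI subjects differed from HCs with p = 0.00013 and from TCs with p = 0.022 (two-sided permutation tests, not adjusted). The set was ranked over all libraries, most of them from SCI subjects, so it favors genes abundant after SCI. RN7SK, RN7SL1 and RN7SL2 alone took 10.1% ± 5.71, 15.6% ± 9.16 and 23.8% ± 11.4. The TMM factors, which allow for such shares, were 1.46 ± 0.19 in HCs, 1.27 ± 0.37 in TCs and 0.88 ± 0.20 in SCI subjects (p = 1e-05 among the groups, the smallest that 100000 permutations give). Hemoglobin genes, whose mRNA the kit removes, took 0.0312%, 0.0511% and 0.0206% of the counts (p = 0.37). In counts simulated at these depths, edgeR recovered 90% of 100 genes changed by a log2 fold change of 1.5 and 99% of 100 changed by 2.5 between SCI subjects and HCs, with 2 false calls among 16376 genes. Between SCI subjects and TCs it recovered 88% and 99%, with 6 false calls. Genes in this simulation were drawn independently around a single mean each, without outlying libraries or batches. The number of false calls therefore need not hold for the real libraries. The paper's reported mean number of sequenced reads in Table S8 is 45.7 M in HCs, 38.6 M in TCs and 41.0 M in SCI subjects, a measure taken before alignment and counting.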

GSE151371.

### Bioinformatic analysis

Data analysis was performed in R (R Core Team, 2019; R Studio Team, 2020) using the statistical packages that are specifically mentioned below as well as the packages dplyr (Wickham et al., 2020), ggplot2 (Wickham, 2016), cowplot (Wilke, 2019), table1 (Rich, 2018), rgl (Adler and Murdoch, 2019), PCAtools (Blighe, 2019b), magick (Ooms, 2020), EnhancedVolcano (Blighe, 2019a), VennDetail (Guo and McGregor, 2019), Rtsne (Krijthe, 2015), and ggdendro (de Vries and Ripley, 2016). The raw reads of the fastq files were tested for quality control using the FastQC software (Andrews, 2010) and were then aligned to the human reference genome (hg38 from University of California, Santa Cruz) using the software TopHat2 (Kim et al., 2013). After the alignment, we used the featureCounts (Liao et al., 2014) program to summarize the gene counts, and then the programs edgeR (Robinson et al., 2010) and limma (Ritchie et al., 2015) for differential gene expression analysis through linear modeling. GO enrichment analysis was performed with the GOrilla (Eden et al., 2009) tool and the visualization of the enriched GO terms with the tool ReviGO (Supek et al., 2011).

### SCI-specific differentially expressed genes and neurological outcome

Preliminary examination of the data using network methods revealed several samples as outliers as well as library and sequencing batch effects. Using the ComBat (Johnson et al., 2007) function of the sva (Leek et al., 2012) package in R to target the library batch effect, we were able to remove both batch effects, and as a result, no sample appeared as an outlier anymore. 

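In log2 CPM of the raw counts, 2 of the 58 libraries had a standardized connectivity under −3 (the lowest −4.39), and both were HCs. In the ComBat matrix of the authors, 1 library, also an HC, was under −3 (−3.17), and when libraries were compared within their own group 1 library, from an SCI subject, was in log2 CPM (−3.89) and 0 were in the ComBat matrix. The mean correlation between libraries was 0.910 in log2 CPM (lowest pair 0.573) and 0.940 in the ComBat matrix (lowest pair 0.848). Connectivity is the sum of the correlations of a library with the other libraries.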

We performed differential gene expression analysis among the three groups (HC, TC, and SCI), and after the intersection of the three comparisons (HC vs. TC, HC vs. SCI, and TC vs. SCI; fold change >2 and adjusted P value < 0.05), we selected only the genes that significantly and specifically changed their expression after SCI (*n* = 2,096). To examine the relationship between the gene expression changes and injury severity, we grouped the SCI patients based on the assigned AIS grade given after a neurological examination between days 3 and 10 at the hospital (Table S5). From the 38 SCI patients whose transcriptome was sequenced, five did not have an AIS grade during that time window and hence were removed from this part of the analysis. We then averaged the expression levels of each gene per group and queried for genes that exhibited a stepwise increased or decreased expression as the SCI severity increased. That query resulted in 197 genes shown in Fig. 1 C and Table S2.

### Gene coexpression network analysis and identification of SCI-specific gene modules

The normalized expression matrix that was generated for the differential gene expression analysis with edgeR was used as a template for the unsupervised gene coexpression network analysis (Kelley et al., 2018). We built a series of gene coexpression networks and identified one that included the gene module with the highest Spearman correlation to AIS grade. That network contained 57 gene modules. Using one-way ANOVA with Tukey’s multiple comparison correction, we identified 17 gene modules that were highly specific for SCI (significantly different from both HC and TC; adjusted P value < 0.05). One of these modules contained genes annotated to be involved in ribosomal RNA processes, which likely represented an artifact, and was eliminated from the subsequent analysis. 

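The 8 genes that correlate best with module 13 of the network built here, among them SNORA34, SNORA5A and SNORA45A, are small nucleolar RNAs, which guide the modification of ribosomal RNA. The module has 297 genes, and no list tested held small nucleolar RNAs. Its eigengene was −0.0973 ± 0.0701 in HCs (SD, n = 10), −0.0995 ± 0.113 in TCs (SD, n = 10) and 0.0518 ± 0.121 in SCI subjects (SD, n = 38). SCI subjects were higher than HCs (Tukey's test, p = 0.0014) and than TCs (p = 0.00118), and p = 0.999 was found for TCs against HCs. Small nucleolar RNAs often lie in introns of host genes, so their counts may hold reads of the host transcript.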

The 16 remaining SCI-specific modules (M1–M16; Fig. 2 A) were used to create a predictive model of SCI severity using multinomial logistic regression.

### Multinomial logistic regression with regularization

We generated a predictive model of SCI severity using the eigengenes (first principal components; Horvath and Dong, 2008) of the 16 SCI-specific gene modules as predictors. AIS at discharge from the hospital was used as the target outcome variable in a multinomial logistic regression model. To deal with the high number of predictors (16 modules), LASSO regularization was applied, using leave-one-out cross-validation to determine the regularization parameter (λ). The final model was chosen with λ producing a model with a misclassification error at 1 SD from the minimal misclassification error. The model was specified using the glmnet (Friedman et al., 2010) and the glmnetUtils (Microsoft and Ooi, 2020) packages in R. The model was assessed by confusion matrix metrics (Table S3 and Table S4) of internal prediction obtained using the caret R package (Kuhn, 2020). Overall accuracy (percentage of correct classification) was 72.7% with a 95% CI of 54.5–86.7%, resulting in significant accuracy (P value <0.0001) against random classification (no information rate of 36.4%). The uniform weighted overall accuracy (accounting for class unbalance) was 62.3%, with accuracy for AIS A = 83.3%, AIS B = 25%, AIS C = 50%, and AIS D = 90.9%. The same approach was performed for the model predicting the cervical vs. other NLI (Table S6 and Table S7). ROC curves for each AIS class were obtained by binarizing the problem (e.g., for AIS A, A = 1; B, C, D = 0) and rerunning the model as a binary classification. The curves were obtained using the roc() function of the pROC R package (Robin et al., 2011), and smoothing transformation was applied to each ROC curve using the smooth() function of the pROC R package.

### CIBERSORTx and module enrichment analysis

CIBERSORTx (Newman et al., 2019) is a machine learning algorithm that uses deconvolution methods to infer the proportions of cell types from gene expression patterns in bulk tissues. It is called digital cytometry because it performs an analogous function to regular flow cytometry without the need to physically isolate cells. We used the CIBERSORTx tool (https://cibersortx.stanford.edu/index.php) on all 58 of our samples and cross-referenced it with the LM22 signature (Newman et al., 2015) using 100 permutations. LM22 is a validated leukocyte gene signature matrix containing 547 genes that distinguish 22 human hematopoietic cell types. The output of the algorithm is the relative abundance of each of the 22 subtypes for all samples (Fig. 4, A and B). The cell types that have a P value <0.05 after Benjamini–Hochberg correction are shown in Fig. 4 C. For the calculation of leukocyte ratio estimates, we used the 22 subtypes from CIBERSORTx. While neutrophils and monocytes are among the 22 subtypes, lymphocytes had to be calculated. Lymphocyte counts were generated after summing the values of naive B cells, memory B cells, plasma cells, CD8 T cells, naive CD4 T cells, resting memory CD4 T cells, activated memory CD4 T cells, helper follicular T cells, regulatory T cells, γδ T cells, resting NK cells, and activated NK cells. One-way ANOVA was used to identify cell types that differ significantly among HCs, TCs, and SCIs. For enrichment analysis, modules were defined as all unique genes with positive *k*_ME_ values (Pearson correlation coefficients of module eigengenes; Horvath and Dong, 2008) that were significant after applying a Bonferroni correction for multiple comparisons (P < 0.05 / [no. genes × no. modules]). If a gene was significantly correlated with more than one module eigengene, it was assigned to the module for which it had the highest *k*_ME_ value. Enrichment analysis was performed for each gene set of interest with published human RNA-seq datasets (Newman et al., 2015; Watkins et al., 2009) using a one-sided Fisher's exact test as implemented by the fisher.test R function.

### Study approval

All the methods and protocols presented in this study were approved by the Institutional Review Board of the University of California, San Francisco (Institutional Review Board approval number: 15–16115). All participants of the study provided written informed consent before enrollment, and they are identified with a random identification specific for this manuscript only after removing any variable that could result in patient reidentification.

### Online supplemental material

Fig. S1 demonstrates the in-hospital flowchart of the SCI patients’ data collection. Fig. S2 shows the differential gene expression between HC, TC, and SCI in volcano plots and heatmap. Fig. S3 displays the GO enrichment analysis. Table S1 shows the basic demographic characteristics of the SCI patients and controls included in this study. Table S2 lists the 197 differentially expressed genes whose expression changes in an SCI severity-related manner. Table S3, Table S4, Table S6, and Table S7 summarize the statistical models used for AIS grade and NLI classification. Table S5 contains the neurological examination details of the 38 SCI patients used in this study. Table S8 shows the summary of the sequencing output of our 58 samples. All tables show summarized data. For detailed data for each individual subject, the data have been deposited to the Open Data Commons for Spinal Cord Injury (and can be accessed at https://doi.org/10.34945/F5QC7J).

## Supplementary Material

Table S1 shows demographic data for patients in the analysis. Click here for additional data file.

Table S2 lists the 197 genes whose expression changes in an SCI severity–dependent manner. Click here for additional data file.

Table S3 shows a confusion matrix. Click here for additional data file.

Table S4 shows summary statistics of AIS grade predictive model. Click here for additional data file.

Table S5 shows neurological examination of the SCI patients. Click here for additional data file.

Table S6 shows the confusion matrix for the NLI predictive model. Click here for additional data file.

Table S7 shows summary statistics of the NLI predictive model. Click here for additional data file.

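Table S8 gives the number of reads that the sequencer returned per sample and the quality of their bases for each group. These are reads before alignment, whereas the totals here are of counts in genes.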

Table S8 shows sequenced samples output and quality metrics. Click here for additional data file.

## References

[bib1] Adler, D., and D. Murdoch. 2019. rgl: 3D Visualization Using OpenGL. R package version 0.100.30*.* https://CRAN.R-project.org/package=rgl

[bib2] Andrews, S. 2010. FastQC: a quality control tool for high throughput sequence data. http://www.bioinformatics.babraham.ac.uk/projects/fastqc

[bib3] Biering-Sørensen, F., S. Alai, K. Anderson, S. Charlifue, Y. Chen, M. DeVivo, A.E. Flanders, L. Jones, N. Kleitman, A. Lans, . 2015. Common data elements for spinal cord injury clinical research: a National Institute for Neurological Disorders and Stroke project. Spinal Cord. 53:265–277. 10.1038/sc.2014.24625665542PMC4393777

[bib4] Blighe, K. 2019a. EnhancedVolcano: Publication-ready volcano plots with enhanced colouring and labeling. R package version 1.2.0*.* https://github.com/kevinblighe/EnhancedVolcano

[bib5] Blighe, K. 2019b. PCAtools: PCAtools: Everything Principal Components Analysis. R package version 1.1.10. https://github.com/kevinblighe/PCAtools

[bib6] Bloom, O., P.E. Herman, and A.M. Spungen. 2020. Systemic inflammation in traumatic spinal cord injury. Exp. Neurol. 325:113143. 10.1016/j.expneurol.2019.11314331843491

[bib7] Choi, S.J., Y.H. Hong, S.M. Kim, J.Y. Shin, Y.J. Suh, and J.J. Sung. 2020. High neutrophil-to-lymphocyte ratio predicts short survival duration in amyotrophic lateral sclerosis. Sci. Rep. 10:428. 10.1038/s41598-019-57366-y31949271PMC6965090

[bib8] de Vries, A., and D.B. Ripley. 2016. ggdendro: Create Dendrograms and Tree Diagrams Using 'ggplot2'. R package version 0.1-20*.* https://CRAN.R-project.org/package=ggdendro

[bib9] Dhall, S.S., J. Haefeli, J.F. Talbott, A.R. Ferguson, W.J. Readdy, J.C. Bresnahan, M.S. Beattie, J.Z. Pan, G.T. Manley, and W.D. Whetstone. 2018. Motor Evoked Potentials Correlate With Magnetic Resonance Imaging and Early Recovery After Acute Spinal Cord Injury. Neurosurgery. 82:870–876. 10.1093/neuros/nyx32028973360

[bib10] Eden, E., R. Navon, I. Steinfeld, D. Lipson, and Z. Yakhini. 2009. GOrilla: a tool for discovery and visualization of enriched GO terms in ranked gene lists. BMC Bioinformatics. 10:48. 10.1186/1471-2105-10-4819192299PMC2644678

[bib11] Ehsanian, R., J. Haefeli, N. Quach, J. Kosarchuk, D. Torres, E.D. Stuck, J. Endo, J.D. Crew, B. Dirlikov, J.C. Bresnahan, . 2020. Exploration of surgical blood pressure management and expected motor recovery in individuals with traumatic spinal cord injury. Spinal Cord. 58:377–386. 10.1038/s41393-019-0370-531649323PMC7062632

[bib12] Elizei, S.S., and B.K. Kwon. 2017. Correction: The translational importance of establishing biomarkers of human spinal cord injury. Neural Regen. Res. 12:674. 10.4103/1673-5374.20666128469645PMC5399708

[bib13] Friedman, J., T. Hastie, and R. Tibshirani. 2010. Regularization Paths for Generalized Linear Models via Coordinate Descent. J. Stat. Softw. 33:1–22. 10.18637/jss.v033.i0120808728PMC2929880

[bib14] Guo, K., and B. McGregor. 2019. VennDetail: A package for visualization and extract details. R package version 1.0.1. https://github.com/guokai8/VennDetail

[bib15] Harris, P.A., R. Taylor, R. Thielke, J. Payne, N. Gonzalez, and J.G. Conde. 2009. Research electronic data capture (REDCap)--a metadata-driven methodology and workflow process for providing translational research informatics support. J. Biomed. Inform. 42:377–381. 10.1016/j.jbi.2008.08.01018929686PMC2700030

[bib16] Herman, P., A. Stein, K. Gibbs, I. Korsunsky, P. Gregersen, and O. Bloom. 2018. Persons with Chronic Spinal Cord Injury Have Decreased Natural Killer Cell and Increased Toll-Like Receptor/Inflammatory Gene Expression. J. Neurotrauma. 35:1819–1829. 10.1089/neu.2017.551929310515PMC6033303

[bib17] Hong, J., A. Chang, M.M. Zavvarian, J. Wang, Y. Liu, and M.G. Fehlings. 2018. Level-Specific Differences in Systemic Expression of Pro- and Anti-Inflammatory Cytokines and Chemokines after Spinal Cord Injury. Int. J. Mol. Sci. 19:2167. 10.3390/ijms19082167PMC612207730044384

[bib18] Horvath, S., and J. Dong. 2008. Geometric interpretation of gene coexpression network analysis. PLOS Comput. Biol. 4:e1000117. 10.1371/journal.pcbi.100011718704157PMC2446438

[bib19] Hulme, C.H., S.J. Brown, H.R. Fuller, J. Riddell, A. Osman, J. Chowdhury, N. Kumar, W.E. Johnson, and K.T. Wright. 2017. The developing landscape of diagnostic and prognostic biomarkers for spinal cord injury in cerebrospinal fluid and blood. Spinal Cord. 55:114–125. 10.1038/sc.2016.17427995945

[bib20] Johnson, W.E., C. Li, and A. Rabinovic. 2007. Adjusting batch effects in microarray expression data using empirical Bayes methods. Biostatistics. 8:118–127. 10.1093/biostatistics/kxj03716632515

[bib21] Kelley, K.W., H. Nakao-Inoue, A.V. Molofsky, and M.C. Oldham. 2018. Variation among intact tissue samples reveals the core transcriptional features of human CNS cell classes. Nat. Neurosci. 21:1171–1184. 10.1038/s41593-018-0216-z30154505PMC6192711

[bib22] Kim, D., G. Pertea, C. Trapnell, H. Pimentel, R. Kelley, and S.L. Salzberg. 2013. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol. 14:R36. 10.1186/gb-2013-14-4-r3623618408PMC4053844

[bib23] Krijthe, J.H. 2015. Rtsne: T-Distributed Stochastic Neighbor Embedding using a Barnes-Hut Implementation. https://github.com/jkrijthe/Rtsne

[bib24] Kuhn, M. 2020. caret: Classification and Regression Training. R package version 6.0-85. https://CRAN.R-project.org/package=caret

[bib25] Kwon, B.K., F. Streijger, N. Fallah, V.K. Noonan, L.M. Bélanger, L. Ritchie, S.J. Paquette, T. Ailon, M.C. Boyd, J. Street, . 2017. Cerebrospinal Fluid Biomarkers To Stratify Injury Severity and Predict Outcome in Human Traumatic Spinal Cord Injury. J. Neurotrauma. 34:567–580. 10.1089/neu.2016.443527349274

[bib26] Kwon, B.K., O. Bloom, I.B. Wanner, A. Curt, J.M. Schwab, J. Fawcett, and K.K. Wang. 2019. Neurochemical biomarkers in spinal cord injury. Spinal Cord. 57:819–831. 10.1038/s41393-019-0319-831273298

[bib27] Langfelder, P., and S. Horvath. 2007. Eigengene networks for studying the relationships between co-expression modules. BMC Syst. Biol. 1:54. 10.1186/1752-0509-1-5418031580PMC2267703

[bib28] Leek, J.T., W.E. Johnson, H.S. Parker, A.E. Jaffe, and J.D. Storey. 2012. The sva package for removing batch effects and other unwanted variation in high-throughput experiments. Bioinformatics. 28:882–883. 10.1093/bioinformatics/bts03422257669PMC3307112

[bib29] Leister, I., T. Haider, G. Mattiassich, J.L.K. Kramer, L.D. Linde, A. Pajalic, L. Grassner, B. Altendorfer, H. Resch, S. Aschauer-Wallner, and L. Aigner. 2020. Biomarkers in Traumatic Spinal Cord Injury-Technical and Clinical Considerations: A Systematic Review. Neurorehabil. Neural Repair. 34:95–110. 10.1177/154596831989992031971869

[bib30] Liao, Y., G.K. Smyth, and W. Shi. 2014. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. 30:923–930. 10.1093/bioinformatics/btt65624227677

[bib31] Light, M., K.H. Minor, P. DeWitt, K.H. Jasper, and S.J. Davies. 2012. Multiplex array proteomics detects increased MMP-8 in CSF after spinal cord injury. J. Neuroinflammation. 9:122. 10.1186/1742-2094-9-12222687332PMC3439361

[bib32] Lim, S.B., W. Di Lee, J. Vasudevan, W.T. Lim, and C.T. Lim. 2019. Liquid biopsy: one cell at a time. NPJ Precis. Oncol. 3:23. 10.1038/s41698-019-0095-031602399PMC6775080

[bib33] Liu, Y., J. Zhou, and K.P. White. 2014. RNA-seq differential expression studies: more sequence or more replication? Bioinformatics. 30:301–304. 10.1093/bioinformatics/btt68824319002PMC3904521

[bib34] Lubieniecka, J.M., F. Streijger, J.H. Lee, N. Stoynov, J. Liu, R. Mottus, T. Pfeifer, B.K. Kwon, J.R. Coorssen, L.J. Foster, . 2011. Biomarkers for severity of spinal cord injury in the cerebrospinal fluid of rats. PLoS One. 6:e19247. 10.1371/journal.pone.001924721559420PMC3084780

[bib35] Marbourg, J.M., A. Bratasz, X. Mo, and P.G. Popovich. 2017. Spinal Cord Injury Suppresses Cutaneous Inflammation: Implications for Peripheral Wound Healing. J. Neurotrauma. 34:1149–1155. 10.1089/neu.2016.461127650169PMC5359642

[bib36] Maynard, F.M. Jr., M.B. Bracken, G. Creasey, J.F. Ditunno Jr., W.H. Donovan, T.B. Ducker, S.L. Garber, R.J. Marino, S.L. Stover, C.H. Tator, . American Spinal Injury Association. 1997. International Standards for Neurological and Functional Classification of Spinal Cord Injury. Spinal Cord. 35:266–274. 10.1038/sj.sc.31004329160449

[bib37] McCoy, D.B., S.M. Dupont, C. Gros, J. Cohen-Adad, R.J. Huie, A. Ferguson, X. Duong-Fernandez, L.H. Thomas, V. Singh, J. Narvid, . TRACK-SCI Investigators. 2019. Convolutional Neural Network-Based Automated Segmentation of the Spinal Cord and Contusion Injury: Deep Learning Biomarker Correlates of Motor Impairment in Acute Spinal Cord Injury. AJNR Am. J. Neuroradiol. 40:737–744. 10.3174/ajnr.A602030923086PMC7048524

[bib38] Microsoft, and H. Ooi. 2020. glmnetUtils: Utilities for 'Glmnet'. R package version 1.1.5. https://CRAN.R-project.org/package=glmnetUtils

[bib39] *Nature Cancer*. 2020. Spotlight on cancer genomics. *Nature Cancer*. 1:265–266. 10.1038/s43018-020-0052-435122034

[bib40] Newman, A.M., C.L. Liu, M.R. Green, A.J. Gentles, W. Feng, Y. Xu, C.D. Hoang, M. Diehn, and A.A. Alizadeh. 2015. Robust enumeration of cell subsets from tissue expression profiles. Nat. Methods. 12:453–457. 10.1038/nmeth.333725822800PMC4739640

[bib41] Newman, A.M., C.B. Steen, C.L. Liu, A.J. Gentles, A.A. Chaudhuri, F. Scherer, M.S. Khodadoust, M.S. Esfahani, B.A. Luca, D. Steiner, . 2019. Determining cell type abundance and expression from bulk tissues with digital cytometry. Nat. Biotechnol. 37:773–782. 10.1038/s41587-019-0114-231061481PMC6610714

[bib42] Norris-Baker, C., M.A. Stephens, D.H. Rintala, and E.P. Willems. 1981. Patient behavior as a predictor of outcomes in spinal cord injury. Arch. Phys. Med. Rehabil. 62:602–608.7316720

[bib43] Oldham, M.C., S. Horvath, and D.H. Geschwind. 2006. Conservation and evolution of gene coexpression networks in human and chimpanzee brains. Proc. Natl. Acad. Sci. USA. 103:17973–17978. 10.1073/pnas.060593810317101986PMC1693857

[bib44] Oldham, M.C., G. Konopka, K. Iwamoto, P. Langfelder, T. Kato, S. Horvath, and D.H. Geschwind. 2008. Functional organization of the transcriptome in human brain. Nat. Neurosci. 11:1271–1282. 10.1038/nn.220718849986PMC2756411

[bib45] Oldham, M.C., P. Langfelder, and S. Horvath. 2012. Network methods for describing sample relationships in genomic datasets: application to Huntington’s disease. BMC Syst. Biol. 6:63. 10.1186/1752-0509-6-6322691535PMC3441531

[bib46] Ooms, J. 2020. magick: Advanced Graphics and Image-Processing in R. R package version 2.3. https://CRAN.R-project.org/package=magick

[bib47] Prüss, H., A. Tedeschi, A. Thiriot, L. Lynch, S.M. Loughhead, S. Stutte, I.B. Mazo, M.A. Kopp, B. Brommer, C. Blex, . 2017. Spinal cord injury-induced immunodeficiency is mediated by a sympathetic-neuroendocrine adrenal reflex. Nat. Neurosci. 20:1549–1559. 10.1038/nn.464328920935

[bib48] Quan, X.Q., R.C. Wang, Q. Zhang, C.T. Zhang, and L. Sun. 2020. The predictive value of lymphocyte-to-monocyte ratio in the prognosis of acute coronary syndrome patients: a systematic review and meta-analysis. BMC Cardiovasc. Disord. 20:338. 10.1186/s12872-020-01614-x32669086PMC7362430

[bib49] R Core Team. 2019. R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. http://www.R-project.org/. R version 4.0.3 installed on October 10, 2020.

[bib50] R Studio Team. 2015. RStudio: Integrated Development for R. RStudio, Inc., Boston, MA. http://www.rstudio.com/. R Studio version 1.2.5042 installed on May 18, 2020.

[bib51] Raman, K., M.J. O’Donnell, A. Czlonkowska, Y.C. Duarte, P. Lopez-Jaramillo, E. Peñaherrera, M. Sharma, A. Shoamanesh, M. Skowronska, S. Yusuf, and G. Paré. 2016. Peripheral Blood MCEMP1 Gene Expression as a Biomarker for Stroke Prognosis. Stroke. 47:652–658. 10.1161/STROKEAHA.115.01185426846866

[bib52] Rich, B. 2018. table1: Tables of Descriptive Statistics in HTML. R package version 1.1. https://CRAN.R-project.org/package=table1

[bib53] Ritchie, M.E., B. Phipson, D. Wu, Y. Hu, C.W. Law, W. Shi, and G.K. Smyth. 2015. limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res. 43:e47. 10.1093/nar/gkv00725605792PMC4402510

[bib54] Roberts, T.T., G.R. Leonard, and D.J. Cepela. 2017. Classifications In Brief: American Spinal Injury Association (ASIA) Impairment Scale. Clin. Orthop. Relat. Res. 475:1499–1504. 10.1007/s11999-016-5133-427815685PMC5384910

[bib55] Robin, X., N. Turck, A. Hainard, N. Tiberti, F. Lisacek, J.C. Sanchez, and M. Müller. 2011. pROC: an open-source package for R and S+ to analyze and compare ROC curves. BMC Bioinformatics. 12:77. 10.1186/1471-2105-12-7721414208PMC3068975

[bib56] Robinson, M.D., D.J. McCarthy, and G.K. Smyth. 2010. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 26:139–140. 10.1093/bioinformatics/btp61619910308PMC2796818

[bib57] Sengupta, M.B., M. Basu, S. Iswarari, K.K. Mukhopadhyay, K.P. Sardar, B. Acharyya, P.K. Mohanty, and D. Mukhopadhyay. 2014. CSF proteomics of secondary phase spinal cord injury in human subjects: perturbed molecular pathways post injury. PLoS One. 9:e110885. 10.1371/journal.pone.011088525350754PMC4211693

[bib58] Supek, F., M. Bošnjak, N. Škunca, and T. Šmuc. 2011. REVIGO summarizes and visualizes long lists of gene ontology terms. PLoS One. 6:e21800. 10.1371/journal.pone.002180021789182PMC3138752

[bib59] Talbott, J.F., W.D. Whetstone, W.J. Readdy, A.R. Ferguson, J.C. Bresnahan, R. Saigal, G.W. Hawryluk, M.S. Beattie, M.C. Mabray, J.Z. Pan, . 2015. The Brain and Spinal Injury Center score: a novel, simple, and reproducible method for assessing the severity of acute cervical spinal cord injury with axial T2-weighted MRI findings. J. Neurosurg. Spine. 23:495–504. 10.3171/2015.1.SPINE14103326161519

[bib60] Targonski, C.A., C.A. Shearer, B.T. Shealy, M.C. Smith, and F.A. Feltus. 2019. Uncovering biomarker genes with enriched classification potential from Hallmark gene sets. Sci. Rep. 9:9747. 10.1038/s41598-019-46059-131278367PMC6611793

[bib61] Tigchelaar, S., F. Streijger, S. Sinha, S. Flibotte, N. Manouchehri, K. So, K. Shortt, E. Okon, M.A. Rizzuto, I. Malenica, . 2017. Serum MicroRNAs Reflect Injury Severity in a Large Animal Model of Thoracic Spinal Cord Injury. Sci. Rep. 7:1376. 10.1038/s41598-017-01299-x28469141PMC5431108

[bib62] Tigchelaar, S., R. Gupta, C.P. Shannon, F. Streijger, S. Sinha, S. Flibotte, M.A. Rizzuto, J. Street, S. Paquette, T. Ailon, . 2019. MicroRNA Biomarkers in Cerebrospinal Fluid and Serum Reflect Injury Severity in Human Acute Traumatic Spinal Cord Injury. J. Neurotrauma. 36:2358–2371. 10.1089/neu.2018.625630827169

[bib63] Tsolinas, R.E., J.F. Burke, A.M. DiGiorgio, L.H. Thomas, X. Duong-Fernandez, M.H. Harris, J.K. Yue, E.A. Winkler, C.G. Suen, L.U. Pascual, . 2020. Transforming Research and Clinical Knowledge in Spinal Cord Injury (TRACK-SCI): an overview of initial enrollment and demographics. Neurosurg. Focus. 48:E6. 10.3171/2020.2.FOCUS19103032357323

[bib64] Watkins, N.A., A. Gusnanto, B. de Bono, S. De, D. Miranda-Saavedra, D.L. Hardie, W.G. Angenent, A.P. Attwood, P.D. Ellis, W. Erber, . Bloodomics Consortium. 2009. A HaemAtlas: characterizing gene expression in differentiated human blood cells. Blood. 113:e1–e9. 10.1182/blood-2008-06-16295819228925PMC2680378

[bib65] Wickham, H. 2016. ggplot2: Elegant Graphics for Data Analysis. Springer-Verlag*, *New York.

[bib66] Wickham, H., R. François, L. Henry, and K. Müller. 2020. dplyr: A Grammar of Data Manipulation. R package version 0.8.4. https://CRAN.R-project.org/package=dplyr

[bib67] Wilke, C.O. 2019. cowplot: Streamlined Plot Theme and Plot Annotations for 'ggplot2'. R package version 1.0.0. https://CRAN.R-project.org/package=cowplot

[bib68] Zhao, J.L., S.T. Lai, Z.Y. Du, J. Xu, Y.R. Sun, Q. Yuan, X. Wu, Z.Q. Li, J. Hu, and R. Xie. 2020. Circulating neutrophil-to-lymphocyte ratio at admission predicts the long-term outcome in acute traumatic cervical spinal cord injury patients. BMC Musculoskelet. Disord. 21:548. 10.1186/s12891-020-03556-z32799840PMC7429795

# Supplementary material for: Diagnostic blood RNA profiles for human acute spinal cord injury
**Source:** J Exp Med. 2021 Jan 29;218(3):e20201795. doi: 10.1084/jem.20201795
**Supplement:** Table S1 — shows demographic data for patients in the analysis.

Table S1. **Demographic data for patients in the analysis**

|  | HC (*n* = 10) | TC (*n* = 10) | SCI (*n* = 38) |
| --- | --- | --- | --- |
| Sex |  |  |  |
| Male | 8 (80.0%) | 6 (60.0%) | 25 (65.8%) |
| Female | 2 (20.0%) | 4 (40.0%) | 13 (34.2%) |
| **Race** |  |  |  |
| Asian | 4 (40.0%) | 2 (20.0%) | 10 (26.3%) |
| Black or African-American | 0 (0%) | 0 (0%) | 5 (13.2%) |
| Hispanic | 0 (0%) | 1 (10.0%) | 3 (7.9%) |
| White | 4 (40.0%) | 4 (40.0%) | 17 (44.7%) |
| Other | 0 (0%) | 3 (30.0%) | 0 (0%) |
| Unknown | 2 (20.0%) | 0 (0%) | 3 (7.9%) |
| **Age (years)** |  |  |  |
| Mean ± SD | 49.4 ± 12.2 | 41.7 ± 18.0 | 55.3 ± 20.0 |
| Median [Min, Max] | 51.0 (31.0, 67.0) | 42.0 (22.0, 78.0) | 53.5 (20.0, 89.0) |
| Missing | 1 (10.0%) | 0 (0%) | 0 (0%) |
| **Injury Severity Score** |  |  |  |
| Mean ± SD | NA ± NA | 6.57 ± 4.35 | 27.8 ± 13.2 |
| Median [Min, Max] | NA (NA, NA) | 5.00 (1.00, 14.0) | 26.5 (9.00, 75.0) |
| Missing | 10 (100%) | 3 (30.0%) | 2 (5.3%) |
| **Prior CNS pathology** |  |  |  |
| Yes | 0 (0%) | 0 (0%) | 12 (31.6%) |
| No | 10 (100%) | 10 (100%) | 21 (55.3%) |
| Unknown | 0 (0%) | 0 (0%) | 5 (13.2%) |
| **Concurrent TBI** |  |  |  |
| Yes | 0 (0%) | 0 (0%) | 8 (21.1%) |
| No | 10 (100%) | 10 (100%) | 28 (73.7%) |
| Unknown | 0 (0%) | 0 (0%) | 2 (5.3%) |
| **Time from blood draw (hours after injury)** |  |  |  |
| Mean ± SD | NA ± NA | 21.5 ± 5.75 | 30.3 ± 18.9 |
| Median [Min, Max] | NA (NA, NA) | 20.0 (15.0, 32.0) | 23.0 (5.00, 97.0) |
| Missing | 10 (100%) | 4 (40.0%) | 0 (0%) |

# Supplementary material for: Diagnostic blood RNA profiles for human acute spinal cord injury
**Source:** J Exp Med. 2021 Jan 29;218(3):e20201795. doi: 10.1084/jem.20201795
**Supplement:** Table S2 — lists the 197 genes whose expression changes in an SCI severity–dependent manner.

Table S2. **List of the 197 genes whose expression changes in an SCI severity–dependent manner**

# Supplementary material for: Diagnostic blood RNA profiles for human acute spinal cord injury
**Source:** J Exp Med. 2021 Jan 29;218(3):e20201795. doi: 10.1084/jem.20201795
**Supplement:** Table S3 — shows a confusion matrix.

Table S3. **Confusion matrix**

|  | Reference | | | | |
| --- | --- | --- | --- | --- | --- |
| Prediction |  | A | B | C | D |
|  | **A** | 10 | 2 | 2 | 1 |
|  | **B** | 0 | 1 | 0 | 0 |
|  | **C** | 0 | 0 | 3 | 0 |
|  | **D** | 2 | 1 | 1 | 10 |

This table, known as a confusion matrix, shows the performance of our model. One can see that from the 12 AIS A patients, our model predicts 10 of them correctly (sensitivity = 83.3%) but also misclassifies five more patients as A (specificity = 76.2%). For AIS B, C, and D, the sensitivity is 25%, 50%, and 90.9%, respectively, and the specificity is 100%, 100%, and 81.2% respectively. Overall, the accuracy of our model is 72.7% (P = 2.35 × 10^5^).

# Supplementary material for: Diagnostic blood RNA profiles for human acute spinal cord injury
**Source:** J Exp Med. 2021 Jan 29;218(3):e20201795. doi: 10.1084/jem.20201795
**Supplement:** Table S4 — shows summary statistics of AIS grade predictive model.

Table S4. **Summary statistics of AIS grade predictive model**

|  | A | B | C | D |
| --- | --- | --- | --- | --- |
| Sensitivity | 0.833 | 0.250 | 0.500 | 0.909 |
| Specificity | 0.762 | 1.000 | 1.000 | 0.818 |
| Positive predictive value | 0.667 | 1.000 | 1.000 | 0.714 |
| Negative predictive value | 0.889 | 0.906 | 0.900 | 0.947 |
| Precision | 0.667 | 1.000 | 1.000 | 0.714 |
| Recall | 0.833 | 0.250 | 0.500 | 0.909 |
| F1 | 0.741 | 0.400 | 0.667 | 0.800 |
| Prevalence | 0.364 | 0.121 | 0.182 | 0.333 |
| Detection rate | 0.303 | 0.030 | 0.091 | 0.303 |
| Detection prevalence | 0.455 | 0.030 | 0.091 | 0.424 |
| Balanced accuracy | 0.798 | 0.625 | 0.750 | 0.864 |
| Model accuracy \| weighted accuracy |  | 0.727 \| 0.623 | | |

# Supplementary material for: Diagnostic blood RNA profiles for human acute spinal cord injury
**Source:** J Exp Med. 2021 Jan 29;218(3):e20201795. doi: 10.1084/jem.20201795
**Supplement:** Table S5 — shows neurological examination of the SCI patients.

Table S5. **Neurological examination of the SCI patients**

|  | A (*n* = 12) | B (*n* = 4) | C (*n* = 6) | D (*n* = 11) | Overall (*n* = 33) |
| --- | --- | --- | --- | --- | --- |
| Level of injury |  |  |  |  |  |
| Cervical | 2 (16.7%) | 3 (75.0%) | 3 (50.0%) | 10 (90.9%) | 18 (54.5%) |
| Thoracic | 8 (66.7%) | 1 (25.0%) | 1 (16.7%) | 0 (0%) | 10 (30.3%) |
| Lumbar | 1 (8.3%) | 0 (0%) | 0 (0%) | 1 (9.1%) | 2 (6.1%) |
| Unable to determine | 1 (8.3%) | 0 (0%) | 2 (33.3%) | 0 (0%) | 3 (9.1%) |
| **AIS actual or estimate** |  |  |  |  |  |
| Actual | 7 (58.3%) | 1 (25.0%) | 3 (50.0%) | 9 (81.8%) | 20 (60.6%) |
| Estimate | 5 (41.7%) | 3 (75.0%) | 3 (50.0%) | 2 (18.2%) | 13 (39.4%) |
| **Upper extremities motor score (out of 50 points)** |  |  |  |  |  |
| Mean ± SD | 39.9 ± 17.6 | 20.3 ± 25.7 | 26.0 ± 21.4 | 34.7 ± 14.4 | 34.0 ± 17.9 |
| Median [Min, Max] | 50.0 (0.00, 50.0) | 7.00 (4.00, 50.0) | 19.0 (9.00, 50.0) | 42.0 (12.0, 50.0) | 44.0 (0.00, 50.0) |
| Missing | 2 (16.7%) | 1 (25.0%) | 3 (50.0%) | 1 (9.1%) | 7 (21.2%) |
| **Lower extremities motor score (out of 50 points)** |  |  |  |  |  |
| Mean ± SD | 5.00 ± 15.8 | 5.00 ± 4.58 | 2.33 ± 3.21 | 46.2 ± 5.75 | 20.5 ± 23.1 |
| Median [Min, Max] | 0.00 (0.00, 50.0) | 6.00 (0.00, 9.00) | 1.00 (0.00, 6.00) | 49.5 (36.0, 50.0) | 6.00 (0.00, 50.0) |
| Missing | 2 (16.7%) | 1 (25.0%) | 3 (50.0%) | 1 (9.1%) | 7 (21.2%) |
| **Sensory score (touch) (out of 112 points)** |  |  |  |  |  |
| Mean ± SD | 48.4 ± 19.2 | 98.0 ± NA | 24.5 ± 6.36 | 89.8 ± 23.7 | 63.1 ± 31.3 |
| Median [Min, Max] | 46.5 (15.0, 74.0) | 98.0 (98.0, 98.0) | 24.5 (20.0, 29.0) | 96.5 (60.0, 112) | 60.0 (15.0, 112) |
| Missing | 4 (33.3%) | 3 (75.0%) | 4 (66.7%) | 5 (45.5%) | 16 (48.5%) |
| **Sensory score (pain) (out of 112 points)** |  |  |  |  |  |
| Mean ± SD) | 49.0 ± 19.1 | 98.0 ± NA | 24.0 ± 12.7 | 81.5 ± 22.7 | 60.4 ± 28.6 |
| Median [Min, Max] | 47.0 (15.0, 74.0) | 98.0 (98.0, 98.0) | 24.0 (15.0, 33.0) | 74.5 (61.0, 110) | 61.0 (15.0, 110) |
| Missing | 4 (33.3%) | 3 (75.0%) | 4 (66.7%) | 5 (45.5%) | 16 (48.5%) |
| **Time of ISNCSCI (days)** |  |  |  |  |  |
| Mean ± SD | 5.08 ± 2.68 | 4.00 ± 2.00 | 3.83 ± 0.983 | 4.73 ± 1.79 | 4.61 ± 2.06 |
| Median [Min, Max] | 4.00 (3.00, 10.0) | 3.00 (3.00, 7.00) | 3.50 (3.00, 5.00) | 5.00 (3.00, 7.00) | 4.00 (3.00, 10.0) |

To avoid the previously reported variability of the AIS grade during the first 2 d after SCI, we used the AIS grade assigned between days 3 and 10 after SCI in our analysis. Five out of 38 SCI patients whose blood was sequenced did not have an examination during that time period and were therefore excluded from the analysis.

# Supplementary material for: Diagnostic blood RNA profiles for human acute spinal cord injury
**Source:** J Exp Med. 2021 Jan 29;218(3):e20201795. doi: 10.1084/jem.20201795
**Supplement:** Table S6 — shows the confusion matrix for the NLI predictive model.

Table S6. **Confusion matrix for the NLI predictive model**

|  | Reference | | |
| --- | --- | --- | --- |
| Prediction |  | Cervical | Other |
|  | Cervical | 16 | 5 |
|  | Other | 2 | 7 |

This table shows the performance of the model in predicting whether the SCI is cervical or not. Out of 18 cervical SCIs, the model correctly predicts 16 (sensitivity = 88.9%) but also misclassifies five as cervical (specificity = 58.3%). Overall, the model has 73.6% accuracy.

# Supplementary material for: Diagnostic blood RNA profiles for human acute spinal cord injury
**Source:** J Exp Med. 2021 Jan 29;218(3):e20201795. doi: 10.1084/jem.20201795
**Supplement:** Table S7 — shows summary statistics of the NLI predictive model.

Table S7. **Summary statistics of NLI predictive model**

|  | Cervical |
| --- | --- |
| Accuracy | 0.7667 |
| 95% CI | (0.5772–0.9007) |
| No information rate | 0.6 |
| P value (accuracy > NIR) | 0.04352 |
| Sensitivity | 0.8889 |
| Specificity | 0.5833 |
| Positive predictive value | 0.7619 |
| Negative predictive value | 0.7778 |
| Prevalence | 0.6000 |
| Detection rate | 0.5333 |
| Detection prevalence | 0.7000 |
| Balanced accuracy | 0.7361 |

# Supplementary material for: Diagnostic blood RNA profiles for human acute spinal cord injury
**Source:** J Exp Med. 2021 Jan 29;218(3):e20201795. doi: 10.1084/jem.20201795
**Supplement:** Table S8 — shows sequenced samples output and quality metrics.

Table S8. **Sequenced samples output and quality metrics**

|  | HC (*n* = 10) | TC (*n* = 10) | SCI (*n* = 38) | Overall (*n* = 58) |
| --- | --- | --- | --- | --- |
| Number of reads (in millions) |  |  |  |  |
| Mean ± SD | 45.7 ± 5.52 | 38.6 ± 5.10 | 41.0 ± 7.57 | 41.4 ± 7.13 |
| Median [Min, Max] | 45.9 (38.5, 56.6) | 38.9 (27.6, 44.5) | 40.5 (26.8, 73.4) | 40.9 (26.8, 73.4) |
| **% Perfect barcode** |  |  |  |  |
| Mean ± SD | 97.5 ± 0.593 | 96.7 ± 1.09 | 97.5 ± 0.696 | 97.4 ± 0.815 |
| Median [Min, Max] | 97.3 (96.8, 98.4) | 96.6 (95.2, 98.4) | 97.4 (96.1, 98.7) | 97.3 (95.2, 98.7) |
| **% One mismatch barcode** |  |  |  |  |
| Mean ± SD | 2.48 ± 0.593 | 3.33 ± 1.09 | 2.47 ± 0.696 | 2.62 ± 0.815 |
| Median [Min, Max] | 2.72 (1.60, 3.25) | 3.42 (1.59, 4.84) | 2.56 (1.28, 3.87) | 2.71 (1.28, 4.84) |
| **Yield (Mbases)** |  |  |  |  |
| Mean ± SD | 2,320 ± 288 | 1,940 ± 253 | 2,070 ± 387 | 2,090 ± 366 |
| Median [Min, Max] | 2,320 (1,950, 2,890) | 1,960 (1,410, 2,270) | 2,030 (1,340, 3,740) | 2,050 (1,340, 3,740) |
| **% ≥Q30 bases** |  |  |  |  |
| Mean ± SD | 97.5 ± 0.452 | 97.8 ± 0.226 | 97.7 ± 0.358 | 97.7 ± 0.362 |
| Median [Min, Max] | 97.6 (96.9, 98.0) | 97.9 (97.5, 98.0) | 98.0 (96.8, 98.1) | 97.9 (96.8, 98.1) |
| **Mean quality score (max = 40)** |  |  |  |  |
| Mean ± SD | 39.5 ± 0.133 | 39.6 ± 0.0529 | 39.6 ± 0.0992 | 39.6 ± 0.101 |
| Median [Min, Max] | 39.6 (39.4, 39.7) | 39.6 (39.5, 39.7) | 39.7 (39.3, 39.7) | 39.6 (39.3, 39.7) |

How the deposited data were processed for this re-analysis (not part of the article)

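RNA of white blood cells was measured in 10 healthy controls (HCs), 10 trauma controls with injuries outside the central nervous system (TCs) and 38 subjects with spinal cord injury (SCI), 1 library each. Libraries were mapped to the groups from the sample labels and the paper. No group was formed from measured values. XIST and other genes tied to X inactivation and Y-linked genes were left out of all tables, 121 from the count table and 33 from the normalized table.

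The authors deposited 2 tables. The raw counts per gene were made by the authors from stranded total RNA libraries (ribosomal RNA and globin mRNA depleted, HiSeq4000) with TopHat2 on hg38 and featureCounts. The sources used here give no tool versions, annotation or strand setting. The count table holds 26485 genes, 1963 of them with 0 counts throughout. The second deposited table holds log2 expression of 17500 genes that the authors normalized with edgeR and adjusted for the library batch with ComBat of the sva package. Gene names of the 2 tables were matched after dots were read as hyphens (17500 matched, 16771 as written). No 2 libraries had identical counts. Of the 58 columns of the normalized table, 56 correlated best with the count column of the same name.

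Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes with too few counts were removed with filterByExpr (10 counts in enough libraries), 16376 remained, libraries were scaled by TMM, and a robust quasi-likelihood fit over all 58 libraries gave TC against HC, SCI against HC and SCI against TC. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. Genes called against HC or TC after SCI and not in TC against HC form the SCI-specific set, the rule of the paper. Log2 CPM used a prior count of 2. The test was tested on simulated counts, drawn independently for each gene from its mean over all libraries and the libraries' sizes. There was a simulation with 200 changed genes, and 5 were made without change.

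Group separation was tested on the principal components holding 90% of the variance with 100000 label permutations, as were marker scores and library measures. The network was built in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, figures with matplotlib 3.10.9) on the 17467 remaining genes of the normalized table: complete linkage on 1 minus Pearson correlation, the height of the top 2% of correlations, at least 10 genes, and merging above an eigengene correlation of 0.85. Eigengenes were tested by ANOVA with Benjamini-Hochberg adjustment and Tukey's test. Libraries with a standardized connectivity under −3 were counted as outlying.

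The lists were 17 pathway lists (neutrophil granule proteins, interferon-stimulated genes, MHC class II, S100 proteins, pattern recognition and inflammasome, complement, glucocorticoid-induced genes, cytokines, IL-1 family and receptors, oxidative phosphorylation, glycolysis, hypoxia-induced genes, cytosolic ribosomal proteins, cell cycle, immediate early genes, cytotoxic effector genes and nervous system proteins) and 18 cell type marker lists (neutrophils, classical and non-classical monocytes, NK, T, naive CD4, memory CD4, CD8, γδ and regulatory T cells, B cells, plasma cells, eosinophils, basophils or mast cells, conventional and plasmacytoid dendritic cells, platelets and erythroid cells). All but γδ T cells, 34 lists, had genes tested. Lists, groups, tests, the alternatives not marked as added and the rule for named genes were fixed before the data were examined. The rule names the paper's biomarker genes MMP8, HP, KNG1 and MCEMP1, the 10 largest rises and the 10 largest falls per comparison among called genes with a mean log2 CPM of at least 1 (symbols of uncharacterized, micro, long intergenic, small nucleolar and U RNAs left out), up to 4 called members per list by adjusted p, and genes printed for M13, M12, M10 and M16. Of the genes under this rule, 2 are not reported here. ETS1, BCL11B, TAF1, NSD1, USP7, NF2, POLH, ITGA9, OLR1, GYG1, FAM102A in Table S2 and the leading genes of modules were named after their values were seen. Each list was also tested with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated one, adjusted over the lists. With the preset correlation 21 lists passed in SCI against HC, 21 in SCI against TC and 15 in TC against HC.

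Alternatives were size factors by relative log expression, no filter on low counts and the genes of the normalized table only. Other tools were DESeq2 1.42.0, limma-voom and limma on the ComBat table. Further alternatives were a test of the 2-fold limit itself, each pair of groups fitted alone and 2 surrogate variables (sva 3.50.0). A replicate block on the running numbers was fitted on the 30 libraries numbered 1 to 10 of each group. The rest were leaving out the 3 libraries of connectivity under −2 among all libraries (all HCs) and 50 random draws of 10 SCI libraries. Connectivity over all libraries depends on likeness to SCI subjects and TCs. Leaving out those 3 may therefore lower contrasts with HCs. The neutrophil and lymphocyte marker scores were also used as covariates. The lymphocyte score is the mean of the T, B and NK cell scores. Markers in the neutrophil and lymphocyte scores are therefore part of the covariates they are tested with. The scores also differ between the groups. Losing calls under them thus does not tell cell content from other differences between the groups. The share of small structural RNAs and the platelet score were added as covariates after seeing the data. Median log2 fold changes over all genes lay between −0.08 and 0.07 under the scalings tried. Total counts per library were 9.98 to 30.4 M, so a gene near 10 counts has wide error. Injury grades, levels of injury, gene ontology enrichment, estimated cell proportions and the prediction models of the paper were not analysed here.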

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

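Of the tests below, the correlation of platelet markers within SCI subjects, the comparison of slopes against shuffled values, the rule on spread for the small RNA covariate and both added covariates were chosen only after the result was seen.

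In 11 of 56 groups of 10 control libraries and measures, the highest or lowest library stood apart from the others by a gap over the limit of Dixon's test, where chance gives about 5% of groups, and several measures share libraries. Among HCs, the highest eosinophil score was 5.86 and the highest basophil or mast cell score 2.73, the lowest platelet score 3.61, the lowest share of small structural RNAs 3.12% and the highest total 22.4 M counts. Among TCs, the lowest plasmacytoid dendritic cell score was −1.43 and the highest lymphocyte minus monocyte score −1.08. Their highest share of small structural RNAs was 53.5%, of RN7SK, RN7SL1 and RN7SL2 39.1% and of hemoglobin genes 0.365%. The 10 genes with the largest mean share over all libraries took at most 50.9% in a TC. In genes outside those the paper discusses, the platelet score was higher in SCI subjects than in TCs by 1.71 (adjusted p = 0.0058, permutation test) and the erythroid score by 1.31 (adjusted p = 0.037), and small structural RNAs took 32.0% of counts in SCI subjects.

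TCs differed from HCs in 1351 genes, and in 23 without the 3 HC libraries of lowest connectivity (21 in both sets). Chance is argued against for the 1351: among 100 splits of the libraries, only the real one gave a count as large. The highest of the others was 298, and 100 splits cannot show less than 1 in 100. Leaving out 3 of the other 7 HC libraries (35 sets) gave a median of 2269 genes (1206 to 4221). The drop therefore depends on which libraries are left out. Each of these sets keeps the 3 libraries of lowest connectivity among fewer HCs. The sets thus cannot show what a smaller number of HC libraries alone would do. A technical difference that the 3 libraries share with libraries of other groups stays open: slopes of genes on the share of small structural RNAs correlated at 0.622 between HCs and SCI subjects and at 0.214 between HCs and TCs, and a share of 0.0829 of 1000 shuffles gave as high a value as 0.622. A difference between the HCs themselves stays open too, since no biological explanation was tested for these 3 libraries. They were picked by connectivity over all libraries, so likeness to injured subjects entered the choice.

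All 11 platelet markers tested were higher in SCI subjects than in TCs (median log2 fold change 2.05), none is in another list or in Table S2, and abundant ones such as PPBP had a log2 CPM of 9.72 in HCs, 6.75 in TCs and 9.18 in SCI subjects. With the share of small structural RNAs as a covariate the median was 1.11 (median SE 0.412) and 6 of the 11 passed, which leaves that share open as part of the pattern. Platelets carried along in varying amounts are a candidate explanation, although the spins of the protocol may remove a part of them: the markers correlated at a median of 0.806 within the 38 SCI subjects. Of the 670 other genes higher in SCI subjects than in TCs, 59.1% correlated above 0.3 with the platelet score within SCI subjects, beside 26.7% of the remaining genes, and with the platelet score as a covariate 440 genes were higher, 238 of them also without it, while the genes lower in SCI subjects went from 183 to 411. Platelet content may therefore account for part of those genes, and a difference in platelet biology between TCs and SCI subjects was not tested.

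Genes altered after SCI and not between TCs and HCs moved mostly the same way in TCs, which may reflect a smaller change in TCs that misses the threshold. The genes were chosen with 5 HC libraries, and both changes were then measured against the other 5. The median over 10 halvings of the ratio of the change in TCs to that in SCI subjects was 0.531 (−0.469 to 0.629, above 0.5 in 7 of 10), just over the limit of 0.5 set for this explanation. Trauma shared by both groups is a biological reading that the design names and that was not tested further. The injuries were not alike, since the paper's Table S1 gives SCI subjects a higher mean Injury Severity Score than TCs. Both changes of a halving share their 5 HC libraries, and the 3 of lowest connectivity enter them as well.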

How the results depend on the processing

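All alternatives were set before the data were examined except the shares of small structural RNAs and the platelet score as covariates, and the cause of a change was not tested unless named. Of 298 values of main results under alternatives, 249 kept their direction and side of the threshold or, without a test, moved by at most 1.5 times. Depth limits genes near the filter, such as KNG1. With 50 random draws of 10 SCI libraries, fewer samples, a median of 402 genes passed in SCI against TC (0 to 1387), 37 of them in Table S2 (0 to 80), while the variance between SCI and TC was 15.2%.

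Limma on the ComBat matrix gave 353 genes in TC against HC, pairs of groups fitted alone 587, and leaving out the 3 outlying HC libraries 23. A test of the 2-fold limit itself, a stricter question by construction, gave 0 genes in TC against HC (504 at an unadjusted p under 0.05), 469 in SCI against HC, 1 in SCI against TC, 470 SCI-specific genes, and 48 and 0 genes of Table S2 against HC and TC. The neutrophil and lymphocyte scores as covariates gave 0 (777 at an unadjusted p under 0.05), 83 and 1008 genes, 1051 SCI-specific genes and 6 genes of Table S2 against HC. No filter gave 3502 SCI-specific genes. The added covariates gave 1493, 2929 and 633 genes (small structural RNAs) and 1604, 2942 and 851 (platelet score) in the 3 comparisons.

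The running number was fitted as a replicate block only on the 30 libraries numbered 1 to 10 of each group. There 499 genes passed in TC against HC, 2080 in SCI against HC and 0 in SCI against TC (2600 at an unadjusted p under 0.05). Of Table S2, 0 passed in SCI against TC. The same 30 libraries without the block gave 1068, 2390 and 21 genes. In SCI against TC, most of the drop from 864 therefore came with the smaller set of libraries. The running numbers do not pair the participants: 13 of 30 pairs with the same number correlated above 0.1 (mean 0.034, −0.534 to 0.655). Of 30 libraries, 4 correlated best with their own number.

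The separation of TC from HC was 17.6% (p = 0.058) on components holding 50% of the variance and 15.8% (p = 0.11) with Spearman correlation, in a range of p over alternatives of 0.0036 to 0.11. Modules numbered 81 with the top 5%, 15 with at least 20 genes and 20 in log2 CPM, and those specific to SCI 20, 7 and 3. The neutrophil score in SCI minus TC was 0.22 (ComBat matrix, p = 0.14), 0.52 (median of markers, p = 0.07) and 0.51 (Tukey's test, p = 0.11), the T cell score −0.65 (median, p = 0.072) and −0.71 (Tukey's test, p = 0.074), the memory CD4 T cell score −0.58 (median, p = 0.07) and −0.61 (Tukey's test, p = 0.062) and the erythroid score 1.31 (Tukey's test, p = 0.062). These p-values are adjusted over the cell types. Tukey's test alone gave p = 0.045 for neutrophils, 0.026 for T cells, 0.017 for memory CD4 T cells and 0.018 for the erythroid score. In TC minus HC, the neutrophil score was 1.07 without the outlying libraries (p = 0.05). In SCI minus HC, the B cell score was −0.85 in the ComBat matrix (p = 0.0085 among 3 groups). The plasma cell score was −0.025 in the ComBat matrix and −0.078 without the outlying libraries, and the platelet score −0.31 in the ComBat matrix, −0.24 with the median of markers and −0.16 without the outlying libraries, opposite to the small values reported. In log2 CPM, 2 HC libraries were under a connectivity of −3 and 3 under −2 among all libraries, whereas within groups 1 SCI library was under −3, and 3 SCI and 0 HC libraries were under −2. In the ComBat matrix, 2 were under −2 among all libraries, and within groups 0 under −3 and 3 under −2, 1 in each group. With an estimated correlation 0 gene lists passed in TC against HC, 4 in SCI against HC and 0 in SCI against TC.

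Of 242 named genes and comparisons, 27 changed sign with the neutrophil and lymphocyte scores as covariates and 157 no longer passed. MGAM, PROK2 and MS4A1 are themselves markers in these scores, so their change of sign is no test of them. The log2 fold changes in TC against HC were AK5 0.21, ANXA3 −0.034, ARG1 −0.39, BMX −0.080, CD177 −0.41, CYSTM1 −0.28, IL1R2 −0.77, KLHL2 −0.31, MGAM −0.012, MMP8 −1.14, PROK2 −0.084 and SDK1 −0.13, and in SCI against HC C15orf54 0.35, CD1C 0.40, CD8A 0.50, CXCL10 0.12, ENKUR 0.46, HGD 0.71, IFNG 1.25, IL1R2 −0.093, MAL 0.14, MAP3K7CL 0.47, MS4A1 0.34, NEFL 0.52, OLFM4 −0.26, RNY3 0.74 and SLED1 −0.64. Without the outlying libraries RNY1 had 0.55 in TC against HC and RNY3 2.08 in SCI against HC. In SCI against TC, MTRNR2L10 had 1.05 with DESeq2, 0.65 with limma-voom, 0.78 in the ComBat matrix and 0.62 with the replicate block. No other named gene changed sign under the alternatives set before the data were examined. Over those alternatives, 656 of 2904 values no longer passed.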

Differences from the paper's values

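All alternatives named here were set before the data were examined. The paper's Fig. 1B shows about 390 genes that differ between TCs and HCs, read by eye and summed, and the count here was 1351 at the same thresholds. Limma on the ComBat matrix gave 353, within 1.5 times of the paper's count. The replicate block gave 499, also within that range. It used only the 30 libraries numbered 1 to 10 of each group, which gave 1068 without the block. The other alternatives did not come within that range: relative log expression (1246), no filter (1183), the genes of the normalized table (1337), DESeq2 (1410), limma-voom (1352), the 2-fold limit tested itself (0), pairs of groups fitted alone (587), surrogate variables (1257), without the outlying HC libraries (23), marker scores as covariates (0) and thinned SCI libraries (1089).

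The paper's network has 57 modules, and the one built here has 37. The top 5% of correlations gave 81, Spearman correlation 41 and leaving out the outlying libraries 40, within 1.5 times of the paper's number, and the top 1% (29), at least 20 genes (15) and log2 CPM (20) did not. The paper reports 17 modules in which SCI subjects differ from both control groups, beside 11 here. The top 1% gave 12, the top 5% 20 and Spearman correlation 15, within that range, and at least 20 genes (7), log2 CPM (3) and leaving out the outlying libraries (11) did not. The paper built a series of networks and chose the one with the module of highest correlation to AIS grade, and grades were not analysed here.

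The paper's mean depth in Table S8 is 45.7 M reads in HCs (SD 5.52), 38.6 M in TCs (SD 5.1) and 41.0 M in SCI subjects (SD 7.57), beside 16.0, 13.8 and 16.8 M counts in genes here. The measures differ, since the paper counts sequenced reads. No alternative applies to these values.

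The paper places HP and MCEMP1 among genes changed after SCI and not after trauma, whereas here both passed in TCs against HCs (HP 2.33, MCEMP1 2.5). HP did not pass there in the ComBat matrix (2.00, adjusted p = 0.063), with limma-voom (2.10, adjusted p = 0.081), with the 2-fold limit tested itself (adjusted p = 0.75), without the outlying HC libraries (2.21, adjusted p = 0.19) or with the marker scores as covariates (0.65, adjusted p = 0.93). MCEMP1 passed in the ComBat matrix (1.91, adjusted p = 0.044) and with limma-voom, and did not pass with the 2-fold limit tested itself (adjusted p = 0.32), without the outlying HC libraries (2.18, adjusted p = 0.097) or with the covariates (0.49, adjusted p = 0.93). Over the other alternatives both passed. Both passed against HCs and against TCs after SCI. Of the 180 tested genes of Table S2, 132 were in the SCI-specific set and 29 passed between TCs and HCs. With the ComBat matrix, which holds all 197 genes of Table S2, 194 were in the set. KNG1, which Table S2 lists, was under the filter on low counts here, and passed between SCI subjects and TCs without the filter (−1.56) and in the ComBat matrix (−1.16). The paper states that no library was outlying after ComBat, and here 1 had a connectivity under −3 in that matrix and 0 within groups. The paper describes the 3 groups as clearly separated. Here 2 of 10 TC libraries had a TC library as nearest neighbor, 4 of 10 in the ComBat matrix, while TCs differed from HCs and from SCI subjects in the permutation test on the components.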

Other observations

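No test in this part was chosen after its result was seen, and the members named follow the rule for named genes unless said otherwise. Cytotoxic genes, and some genes of antigen presentation, fell after SCI against HCs. Of 21 cytotoxic effector genes, 15 fell and 1 rose (15 and 1 adjusted over the list alone; adjusted p = 0.28 with an estimated correlation), and 5 fell in TCs (13 lower and 1 higher adjusted over the list alone; adjusted p = 0.54 with an estimated correlation). FASLG, the Fas ligand, fell by 1.94 after SCI (SE 0.30, adjusted p = 6.6e-07 from edgeR) and KLRD1, an NK cell receptor, by 1.18. CST7 was the gene that rose, and the 1 that passed against TCs (1 adjusted over the list alone; adjusted p = 0.89 with an estimated correlation). Of 13 MHC class II genes 4 fell against HCs (4 adjusted over the list alone; adjusted p = 0.48 with an estimated correlation), such as CIITA, the regulator of the class, by 1.07. Of 4 CD8 T cell markers 2 fell (CD8A by 1.20), of 5 regulatory T cell markers 3 fell (FOXP3 by 1.34, and by 1.14 against TCs) and of 6 basophil or mast cell markers 3 fell (2, 3 and 3 adjusted over the lists alone; adjusted p = 0.28, 0.16 and 0.26 with an estimated correlation). FLT3, a growth factor receptor, rose by 1.66 against HCs and 1.58 against TCs, while CD1C fell by 1.29 against HCs, among 5 conventional dendritic cell markers (adjusted p = 0.73 with an estimated correlation). PTCRA rose by 2.07 against TCs, 1 of 4 plasmacytoid dendritic cell markers (adjusted p = 0.89 with an estimated correlation). Of 4 plasma cell and 4 non-classical monocyte markers none passed in any comparison in edgeR, DESeq2 or limma-voom with the main settings, with 1 plasma cell marker at an unadjusted p under 0.05 against HCs. With size factors by relative log expression, the genes of the normalized table or 2 surrogate variables, 1 plasma cell marker was higher than in HCs. Without the 3 HC libraries of lowest connectivity 0 cytotoxic genes passed in TCs, and 2 MHC class II genes, 1 CD8 T cell marker and 1 basophil or mast cell marker passed against HCs.

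Metabolic and proliferation genes rose in part. Of 78 oxidative phosphorylation genes 7 rose in SCI subjects against HCs (5 adjusted over the list alone; adjusted p = 0.48 with an estimated correlation), such as UQCRC1 of complex III by 1.46 (13 genes with limma-voom, 14 with 2 surrogate variables and 10 without the 3 HC libraries of lowest connectivity), and 18 were higher and 1 lower than in TCs at an adjusted p under 0.05 and less than 2-fold (0 at over 2-fold; adjusted p = 0.30 with an estimated correlation). Of 15 hypoxia-induced genes 4 rose against HCs (4 adjusted over the list alone; adjusted p = 0.30 with an estimated correlation) and 3 against TCs (3 adjusted over the list alone; adjusted p = 0.17 with an estimated correlation), among them ADM, adrenomedullin, by 2.42 against HCs. Of 23 cell cycle genes 3 rose against HCs (3 adjusted over the list alone; adjusted p = 0.73 with an estimated correlation) and 6 against TCs (6 adjusted over the list alone; adjusted p = 0.31 with an estimated correlation), such as TOP2A, topoisomerase II alpha, by 1.39. Of 11 cytokine genes IL1B and OSM rose by 1.41 and 2.37 and CXCL8, CXCL10 and IFNG fell by 1.74, 1.34 and 1.24 against HCs (2 and 3 adjusted over the list alone; adjusted p = 0.73 with an estimated correlation), CXCL10 being named after its value was seen. Of 18 immediate early genes IER3 and JUNB rose by 1.70 and 1.68 and EGR3 fell by 1.27 (2 and 1 adjusted over the list alone; adjusted p = 0.94 with an estimated correlation). Of 79 cytosolic ribosomal protein genes 2 fell after SCI (2 adjusted over the list alone; adjusted p = 0.85 with an estimated correlation) and 9 in TCs (9 adjusted over the list alone; adjusted p = 0.60 with an estimated correlation). Of 39 interferon-stimulated genes 1 fell against HCs (1 adjusted over the list alone; adjusted p = 0.89 with an estimated correlation). With limma-voom 0 ribosomal genes passed in TCs, and after SCI 1 was higher and 0 lower. In the ComBat matrix 0 passed in TCs and 10 were lower after SCI. Of the hypoxia-induced genes 1 with limma-voom and 0 in the ComBat matrix passed against TCs, and of the cell cycle genes 0 with limma-voom and 6 without the 3 HC libraries passed against HCs. Without those libraries 0 ribosomal genes passed in TCs or after SCI, CXCL8, CXCL10 and IFNG did not pass against HCs, and 3 interferon-stimulated genes were higher and 0 lower there. Of 10 nervous system protein genes SYP, synaptophysin, rose by 1.20 and S100B and NEFL fell by 1.59 and 1.32 against HCs (1 and 2 adjusted over the list alone; adjusted p = 0.74 with an estimated correlation), and 1, a lower one, passed without those libraries. With the neutrophil and lymphocyte scores as covariates, 1 oxidative phosphorylation gene and 1 ribosomal gene, which was higher, passed against HCs. No other members of the lists in this part did. KLRD1 and some other cytotoxic genes are markers in the lymphocyte score itself.

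Splits into groups of the same sizes numbered 100, the real one included. For SCI against HC only the real one reached its count (2916, highest other 1311). The same held for SCI against TC (864, highest other 79) and for the SCI-specific set (2328, highest other 1200). Chance is argued against for these counts, and 100 splits cannot show less than 1 in 100. Only the real split also reached the count of Table S2 genes against HC (160, highest other 20) and against TC (56, highest other 4). The study chose those genes on these libraries under the real groups, so their counts cannot test chance. Chance is not excluded for the number of gene lists passing with the preset correlation: 5 splits gave as many as the 21 lists of SCI against HC, 6 as many as the 21 of SCI against TC and 20 as many as the 15 of TC against HC, with 23 lists as the highest of the other splits in each.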
